# Profiling and Co-expression Network Analysis of Learned Helplessness Regulated mRNAs and lncRNAs in the Mouse Hippocampus

**DOI:** 10.3389/fnmol.2017.00454

**Published:** 2018-01-11

**Authors:** Chaoqun Li, Feifei Cao, Shengli Li, Shenglin Huang, Wei Li, Nashat Abumaria

**Keywords:** hippocampus, learned helplessness, lncRNAs, RNA-seq, synapse

## Abstract

Although studies provide insights into the neurobiology of stress and depression, the exact molecular mechanisms underlying their pathologies remain largely unknown. Long non-coding RNA (lncRNA) has been implicated in brain functions and behavior. A potential link between lncRNA and psychiatric disorders has been proposed. However, it remains undetermined whether IncRNA regulation, in the brain, contributes to stress or depression pathologies. In this study, we used a valid animal model of depression-like symptoms; namely learned helplessness, RNA-seq, Gene Ontology and co-expression network analyses to profile the expression pattern of lncRNA and mRNA in the hippocampus of mice. We identified 6346 differentially expressed transcripts. Among them, 340 lncRNAs and 3559 protein coding mRNAs were differentially expressed in helpless mice in comparison with control and/or non-helpless mice (inescapable stress resilient mice). Gene Ontology and pathway enrichment analyses indicated that induction of helplessness altered expression of mRNAs enriched in fundamental biological functions implicated in stress/depression neurobiology such as synaptic, metabolic, cell survival and proliferation, developmental and chromatin modification functions. To explore the possible regulatory roles of the altered lncRNAs, we constructed co-expression networks composed of the lncRNAs and mRNAs. Among our differentially expressed lncRNAs, 17% showed significant correlation with genes. Functional co-expression analysis linked the identified lncRNAs to several cellular mechanisms implicated in stress/depression neurobiology. Importantly, 57% of the identified regulatory lncRNAs significantly correlated with 18 different synapse-related functions. Thus, the current study identifies for the first time distinct groups of lncRNAs regulated by induction of learned helplessness in the mouse brain. Our results suggest that lncRNA-directed regulatory mechanisms might contribute to stress-induced pathologies; in particular, to inescapable stress-induced synaptic modifications.

## Introduction

Depression is among the most devastating mental disorders. The mechanisms underlying its pathologies remain to be elucidated. In addition to the classical monoaminergic hypothesis of depression pathologies (Schildkraut, 1965), studies in experimental animals and human subjects provide new insights into other possible mechanisms underlying stress and/or depression disorders. Other hypothesized mechanisms include synaptic dysfunctions (Hajszan et al., 2009; Kang et al., 2012; Duman et al., 2016), reductions in cell proliferation and neurogenesis (Newton and Duman, 2004; Czeh and Lucassen, 2007), hormonal-balance dysfunctions (Mello et al., 2003; Pariante and Lightman, 2008), changes in brain metabolism (Detka et al., 2015; Dantzer, 2017; Serafini et al., 2017) and chromatin modification and remodeling (Bagot et al., 2014; Nestler, 2014). Unraveling the exact molecular mechanisms underlying the pathologies of stress and/or depression has been one of the major challenges hampering the discovery of new, more effective antidepressant drugs.

Advances in genomic and transcriptomic research have transformed our understanding of the molecular mechanisms underlying brain functions and behavior. Numerous classes of non-coding RNAs including small non-coding RNAs such as miRNA and long non-coding RNAs (lncRNAs) such as natural antisense transcripts and long intergenic RNAs are emerging as major regulatory factors in several biological functions/dysfunctions (Faghihi and Wahlestedt, 2009; Barry and Mattick, 2012; Sauvageau et al., 2013; Kocerha et al., 2015; Huang et al., 2017). Such advances resulted in a paradigm shift in our thinking of the mechanisms underlying stress and/or depression disorders (Kocerha et al., 2015). For example, in the prefrontal cortex of depressed patients, who committed suicide, several miRNA transcripts were found to be differentially expressed (Smalheiser et al., 2012). Another profiling study in the rat brain also show that exposure to inescapable stress changes miRNA expression (Svenningsen et al., 2016). Thus, profiling studies suggest that stress and/or depression pathologies might include regulation of short non-coding RNAs expression in the brain. Furthermore, functional studies demonstrate that several miRNA transcripts could mediate neurobehavioral mechanisms of stress and/or depression disorders. The miR124a has been shown to be upregulated in the rat brain by chronic social stress (Bahi et al., 2014). Subsequent studies revealed that upregulation of the miR124a in the hippocampus of rats is sufficient to downregulate BDNF expression and induce depression-like behavior (Bahi et al., 2014). The miR16 expression in the mouse hippocampus regulates depression-like behavior via neurogenesis-dependent mechanisms (Launay et al., 2011). Finally, pharmacological studies also show that regulation of miRNAs expression might contribute to the therapeutic action of antidepressant drugs (Baudry et al., 2010).

On the other hand, studies also implicate lncRNAs in neurobehavioral mechanisms relevant to stress and depression pathologies. Long non-coding RNA regulatory mechanisms could contribute to neurodevelopmental (Bond et al., 2009), neurogenesis (Mercer et al., 2010) and synaptic plasticity/remodeling (Maag et al., 2015) related processes. Brain-derived neurotrophic factor (BDNF) expression was shown to be controlled by conserved non-coding antisense RNA transcripts in rodents (Modarresi et al., 2012) and human (Lipovich et al., 2012) tissues and cell cultures. Furthermore, the lncRNA Gomafu was shown to regulate anxiety-like behavior in mice via epigenetic mechanisms (Spadaro et al., 2015). Thus, a potential link between lncRNA and the neurobehavioral mechanisms of stress and/or depression has been proposed (Huang et al., 2017). However, the only direct evidence of a possible regulation of lncRNA expression during depression pathologies was demonstrated by a peripheral blood profiling study, in which the expression of certain lncRNAs was found to be altered in patients with major depressive disorder (Liu et al., 2014). Profiling and functional analysis of lncRNA in brain tissue from depressed subjects (postmortem) or from animal models has not been reported. It remains, therefore, unclear whether stress and/or depression pathologies could include changes in lncRNA expression in the brain.

Here, we used an animal model of depression-like symptoms, namely learned helplessness (Seligman, 1972; Chourbaji et al., 2005) in order to check if stress-induced pathologies might involve regulation of lncRNA expression in the brain. Using RNA-seq, we compared hippocampal lncRNA and mRNA transcripts expression levels among helpless mice (referred to as LH mice), non-helpless stress resilient mice (NLH) and control mice (Ctrl). Functional analysis, pathway enrichment and co-expression network analysis were then performed to provide insights into the potential regulatory roles of the identified lncRNAs.

## Materials and Methods

### Experimental Animals and Groups Comparisons

Male C57BL/6 mice (3 months old, Jie Shi Jie Experimental Animal, Shanghai, China) were group-housed (3 per cage) with free access to food and water. Animals were housed under controlled room temperature (23°C ± 2), humidity (24% ± 4) and under a 12:12 h reversed light-dark cycle, with light onset at 8:00 p.m. Behavioral experiments and other procedures were performed during the dark phase under red dim light. Animals were handled every second day for 2 min for 10 days before experiments commenced. All experiments involving animals were approved by Fudan University Committee for Animal Care and Use (license numbers: SY2014.5.007.001 and SYXK-2014-0029).

Animals were randomly divided into three groups (**Figure 1A**). The learned helplessness group was exposed to inescapable foot shock (induction session) on day 1 and was tested for helplessness behavior (test session) on day 2. Following the test session, this group of animals was divided into two groups (Learned Helpless [LH] and Non-Learned Helpless [NLH] groups) based on their performance during the test session using a mathematical model (see below). The comparison between LH and NLH (referred to LH vs. NLH comparison) was used to identify learned helplessness regulated mRNA and/or lncRNA transcripts. Another group of animals was set as a control group (Ctrl), which was exposed to the test session on day 2 only without induction (i.e., on day 1 the animals were placed in shuttle box but were not exposed to inescapable foot shocks). The comparison between LH and Ctrl groups (referred to LH vs. Ctrl comparison) was also used to identify learned helplessness regulated mRNAs and lncRNAs excluding any transcripts that might be regulated in LH group by the test session *per se*. Finally, we also had a homecage group (HC) as an additional control group that did not undergo any behavioral testing, and/or handling procedure. These mice remained in their homecages throughout the experimental time course. This group was compared with Ctrl group to exclude any transcripts that might be differentially expressed by handling, placing in the shuttle box and/or testing session. All animals were sacrificed by decapitation at the same time point; namely 3 h after the test session of learned helplessness paradigm (**Figure 1A**).

**FIGURE 1:**
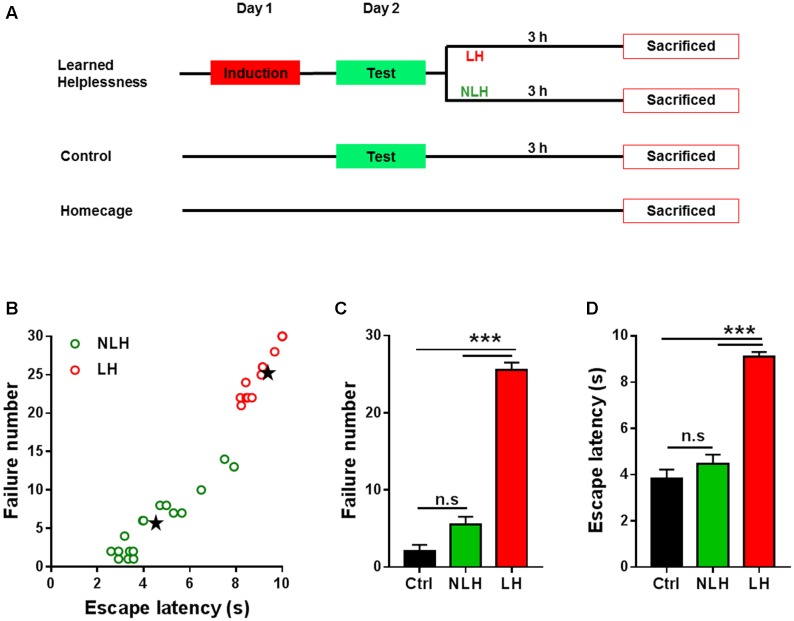
Experimental design and behavioral readouts of learned helplessness experiments. **(A)** Schematic illustration of the experimental design of learned helplessness showing three main groups of animals: learned helplessness, control and homecage. After test session on day 2 learned helplessness mice were divided into learned helpless (LH) and non-learned helpless (NLH) groups. All mice were sacrificed at the same time point; namely 3 h after test session. **(B)** Clustering analysis of mice subjected to learned helplessness procedure, using the numbers of escape failure and latency to escape (in seconds, s) as clustering parameters. Mice were classified as LH (red circles) or NLH (green circles) by clustering analysis and linear discriminant analysis (see Equations 1 and 2, Materials and Methods). Black stars represent the centroids for LH and NLH groups. **(C,D)** The numbers of escape failure **(C)** and latency to escape **(D)** during the test session on day 2 of the three groups of mice LH (*n* = 14), NLH (*n* = 17) and control (Ctrl, *n* = 10). Data are presented as mean ± SEM. One Way ANOVA was followed by Bonferroni’s *post hoc* test. n.s, non-significant; ^∗∗∗^*p* < 0.001.

### Learned Helplessness

Learned helplessness procedure was performed using the shuttle box apparatus (35 cm × 18 cm × 30 cm) connected to a computer with Graphic State 4.0 software (Coulbourn Instruments, United States). Induction and test sessions of learned helplessness in mice were performed as described before (Beurel et al., 2013). Briefly, during the induction session on day 1, the mice were exposed to 180 inescapable and unpredictable foot-shocks (0.4 mA) with various durations (1–5 s, average 3 s) and inter-shock intervals (average 17 s), amounting to total session duration of approximately 1 h. Twenty-four hours later, the test session was commenced. The mice were placed in one side of the shuttle box and left to habituate for 3 min. Following habituation phase, the guillotine door opened and a foot-shock was delivered (0.4 mA for 10 s). If the mouse successfully shuttled to the other chamber of the shuttle box, the foot-shock was terminated, door was closed, a successful escape was scored, the latency to escape was also determined and a new trial was initiated. If no shuttling was made by the animal during the 10 s foot-shock, the shock was terminated, the door was closed, a failure trial was scored, latency of 10 s was given and a new trial was initiated. In total, the mice received 30 trials of escapable foot-shocks with average inter-trial interval of 10 s (durations range, 1–24 s). The numbers of escape failure and latencies to escape were recorded automatically by the software (Graphic State 4.0 software).

Thirty-one mice were subjected to this procedure. Following test session, the mice were divided into LH and NLH subgroups (**Figure 1A**) by using *k*–means clustering analysis (*k* = 2) combined with linear regression discriminant analysis as described before (Chourbaji et al., 2005; Wang et al., 2014). Using the obtained equations (Equations 1 and 2), we were able to divide the mice into two groups; LH (*n* = 14) and NLH (*n* = 17) based on the numbers of escape failure and latency to escape (**Figure 1B**). A mouse was classified as being LH if its LH > NLH and *vice versa*. Ctrl group was not included in this analysis.

LH =−24.75+(0.23×Failure⁢ number)+(4.79×Escape⁢ latency)

NLH =−15.34+(−2.78×Failure⁢ number)+(10.31×Escape⁢ latency)

### Hippocampus Dissection and RNA Extraction

Three hours after the test session, LH (*n* = 14), NLH (*n* = 17) and Ctrl (*n* = 10) groups were sacrificed by decapitation at the same time point. HC mice (*n* = 10) were also sacrificed at the same time point with the other groups. All the brains were quickly obtained, placed on ice and hippocampi were dissected on ice and placed immediately in liquid nitrogen. All samples were stored at -80°C until use.

For RNA isolation, both sides of hippocampus from each mouse were pooled. Tissue was homogenized and total RNA was isolated using TRIzol^®^ Reagent (Invitrogen, United States) according to the manufacturer’s instruction. RNA quality was assessed using 2100 BioAnalyzer (Agilent Technologies, United States) to ensure all samples have RIN score above 6.9. RNA quantity was measured using Multiskan Go microchip (Thermo Scientific, United States).

### RNA-Seq

One microgram RNA from each animal (4 groups, *n* = 4 mice per group) was used to construct a total RNA library using VAHTS RNA Library Prep Kit (Vazyme Biotech, China) for Illumina. Each sample was individually indexed, representing a single library per mouse. The quality of the RNA library was verified by *Qsep*_100_ DNA Fragment Analyzer (Bioptic, United States). The libraries with different indices were multiplexed and loaded on an Illumina HiSeq instrument according to manufacturer’s instructions (Illumina, United States). Sequencing was carried out using a 2 × 150 PE configuration. Image analysis and base calling were conducted by the HiSeq Control Software (HCS + OLB + GAPipeline-1.6, Illumina) on the HiSeq instrument.

### Transcriptome Assembly and Quantification

Mapping of the sequencing readouts to the mouse genome (mm10) was performed using Hierarchical Indexing for Spliced Alignment of Transcripts 2 (HISAT2, Pertea et al., 2016). Assembling of RNA sequencing readouts into transcripts was conducted using String Tie software (v1.2.3) as described before (Pertea et al., 2015). The String Tie analysis was run with “–merge” mode to generate a non-redundant set of transcripts observed in all the RNA-seq samples. Cufflinks program (Trapnell et al., 2010) was used to generate the expression level for the merged transcriptome in each sample at both gene and transcript level in FPKM. All RNA-seq data were deposited at Gene expression Omnibus (GEO, accession number GSE102965).

### Functional and Pathway Enrichment Analyses

For functional analysis of the differentially expressed mRNA transcripts, we first determined all significantly different hits (Students’ *t*-test, *p* < 0.05 was used as a cutoff). The different hits were then used to perform Gene Ontology (GO) analysis. GO analysis organizes genes into hierarchical categories and can uncover gene regulatory networks on the basis of biological processes. DAVID program^1^ was used to conduct the analysis. Briefly, the significantly different hits were uploaded, and the mouse database was selected. Following the annotation summary results, GO analysis was conducted using bioprocesses as direct GO terms. Functional annotation chart was selected as results output. Fisher’s exact test was used to select the GO annotation lists that are greater than chance level (*p* < 0.05 was used as a cutoff).

For pathway enrichment analysis, ClueGO software was used as described before (Bindea et al., 2009). Briefly, the GO annotation lists from LH vs. Ctrl and LH vs. NLH comparisons were uploaded. GO-Biological processes analysis was selected. A stringent cutoff for significantly enriched pathways was selected (*p* < 0.01), before the analysis was finally conducted.

### Co-expression Network

We constructed co-expression networks to identify interactions among genes and lncRNAs. Data were pre-processed by using the average expression value of all transcripts expressed from the same gene (both mRNA and lncRNA). The co-expression networks were built according to the normalized signal intensity of individual genes. The data were then screened for differentially expressed lncRNAs and mRNAs whose expression levels correlated (positively or negatively). For each pair of lncRNA-mRNA analyzed, we used *Pearson* correlation test to detect significant correlation. Only strongly correlated (*r*^2^ ≥ 0.9, *p* < 0.01) pairs were used to construct the network and generate visual representations. In these representations, each gene corresponds to a node and the connections in between indicate strong correlation (either positive or negative). The co-expression networks were generated by using Cytoscape software (v3.4.0).

To map *cis* and *trans* co-expression networks, we tried to identify any potential *cis* mRNAs by selecting the co-expressed mRNAs within 1000 kb upstream or downstream from each of the co-expressed lncRNAs. The co-expressed mRNAs not located on the same chromosome or those located beyond 1000 kb were considered potentially *trans*.

### lncRNA Functional Analysis

To explore the possible functions of the differentially regulated and co-expressed lncRNAs that were identified, the GO analysis was applied to indicate the functions of the co-expressed genes. Each node represents either a lncRNA or a bioprocess, and the connections in between indicate strong correlation. The co-expression functional networks of the lncRNA were generated by using Cytoscape software.

### Synthesis of cDNA and Real Time PCR

One microgram total RNA from LH, NLH and Ctrl groups (*n* = 10 per group) was reversed transcribed into cDNA using Invitrogen SuperScript^®^ Reverse Transcriptase with oligo(dT)_12-18_ primers (Invitrogen, United States). Real time PCR was performed using QuantiNova^TM^ SYBR^®^ Green PCR kit (Qiagen, Germany). Each sample was run in triplicate and two independent experiments were conducted for each transcript. The expression level of mRNA and/or lncRNA transcripts was calculated using the 2^-ΔΔCt^ method. GAPDH housekeeping gene was used as an internal control to normalize the data. Results are presented as a percentage of the corresponding control for each gene experiment. All primers used for real time PCR experiments are listed in **Table 1**.

**Table 1:** Primers used for real time PCR (5′ – 3′).

Gene	Forward	Reverse
GAPDH	AGAGTGTTTCCTCGTCCCGTA	TCGCTCCTGGAAGATGGTGAT
Gm26859	GTCAGAAACACTCTCACCACA	CTATTCCTCCAAGCACCTC
Gm16364	GTCTACATAGCCACTTCTCGG	GTCTCTGCTGTCTCTCTCCC
1700109K24Rik	TAAAACAGGACTTTGGTGAG	ATTTGTCTGCTGGTCTTGAG
Nub1	CCCGCTTGGAGTATTATTGT	ACGGAGACTTGGGTTATGAG
Prkacb	CAGCCTACCAAAAAGAAGC	GCAGAAGGAAAGAACAACAG
Rbfox2	TACGCCCAAGCGACTACA	GCCAAACTGCCCAAACAT
Cacnb4	GGGAATGGACGAGG	CCAGAGCCAATCACAGC
Rab3a	TCAGCACCGTTGGCATAG	GCATTGTCCCACGAGTAAGT
Dlg2	TTCACAAAGGCTCCACT	ATTCCATTCACCGACAA
Tcf4	CAACGGAGCGATGGGTAG	GGGTGGGTTCAAGTCAGG
Grik2	GCTTGTGGAGGATGGGAAAT	AGGAGAAGACGCCTGGGT
RP24-502E20.5	GCACTGCTGCGTCATAGA	GGGCTTGGTGGCATTTA
Gomafu (Miat)	CTCAGGGTTCCTCCACTC	TGCTACATCTGTCCTCCAA

### Statistical Analysis

R-program, SAS and GraphPad Prism 7 softwares were used for conducting statistical analyses. The linear regression discriminant analysis combined with *k*–means clustering analysis (*k* = 2) were used to separate LH from NLH mice. Behavioral data were analyzed by one-way ANOVA followed by Bonferroni’s *post hoc* test. For the library differential expression analysis and cutoff *p*-value, Students’ *t*-test was used. For Go analysis Fisher’s exact test was used. For co-expression analyses *Pearson* correlation test was used (only correlations with *r*^2^ ≥ 0.9 were considered). Real time PCR data were analyzed by using two-tailed unpaired *t*-test. All data presented as mean ± SEM. *p*-value < 0.05 was considered as significantly different except with *Pearson* test and pathway enrichment, a *p* < 0.01 was considered significant.

## Results

### Identification of Helpless vs. Non-helpless Mice

Linear discriminant analysis combined with *k*–means clustering analysis of the escape latency vs. failure number resulted in two separate populations of mice, which were defined as helpless group (LH, red circles, **Figure 1B**) and non-helpless (resilient) group (NLH, green circles, **Figure 1B**) with significantly different centroids of both clusters (Black stars, **Figure 1B**). By using equations 1 and 2, we confirmed our cluster analysis. Among 31 mice, we identified 14 mice as LH and 17 mice as NLH.

In line with our clustering analysis, the number of escape failure of the identified LH mice was significantly higher than that of NLH and Ctrl mice [Bonferroni’s *post hoc* test: *p* < 0.0001; ANOVA: *F*_(2,38)_ = 164.4, *p* < 0.0001, **Figure 1C**]. Similarly, the latency to escape of LH animals was also significantly higher than that of NLH and Ctrl [Bonferroni’s *post hoc* test: *p* < 0.0001; ANOVA, *F*_(2,38)_ = 68.3, *p* < 0.0001, **Figure 1D**]. Meanwhile, there were no significant differences between NLH and Ctrl in both behavioral readouts (**Figures 1C,D**). Thus, our analysis successfully identifies the learned helpless mice and differentiates them from the learned helplessness resilient mice.

### Transcriptome Profiling and Identification of Helplessness Regulated lncRNAs

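RNA of the hippocampus was measured in 4 mice of each of 4 groups, with both hippocampi of a mouse pooled and 1 library per mouse. Homecage (HC) mice received no shocks and no escape trials. Control (Ctrl) mice received no inescapable shocks and were given 30 escape trials with shocks of 0.4 mA. Learned helpless (LH) and non-learned helpless (NLH) mice received 180 inescapable shocks of 0.4 mA before the same 30 trials, and the paper separated them by their escape behavior. Tissue was taken 3 h after the test session. The authors aligned the reads to the mm10 mouse genome with HISAT2, assembled and merged transcripts over all samples with String Tie, and obtained the expression level of each transcript in each mouse with Cufflinks as FPKM, the fragments of a transcript scaled by its length and by the fragments of the library. The values used here are these FPKM after the authors' filter, without logarithm and without further scaling between mice. They are not read counts, so no counting interval can be given. Depth was estimated from the steps between the FPKM of 1962 loci longer than 2000 bases with a single transcript, on an assumed fragment length of 200 bases. This estimate was 20150000 to 38020000 fragments per mouse. The step was fitted to the low values at these loci. Of those values, 68.4% to 81.3% per mouse lay within 0.1 of a whole number of fragments. A step not fitted to them would give 20%, so the share is no independent test.
Summed FPKM ranged from 120208 to 158004 per mouse. The number of transcripts at an FPKM of 0 was between 4872 and 7352 in 14 of the mice. It was 10846 in LH replicate 3 and 15504 in LH replicate 4. Over the 22595 transcripts with a mean FPKM of at least 1, the median SD of log2(FPKM + 0.1) between the 4 mice of a group was 0.19 in HC, 0.178 in Ctrl, 0.246 in NLH and 0.428 in LH.

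**Figure D1:**
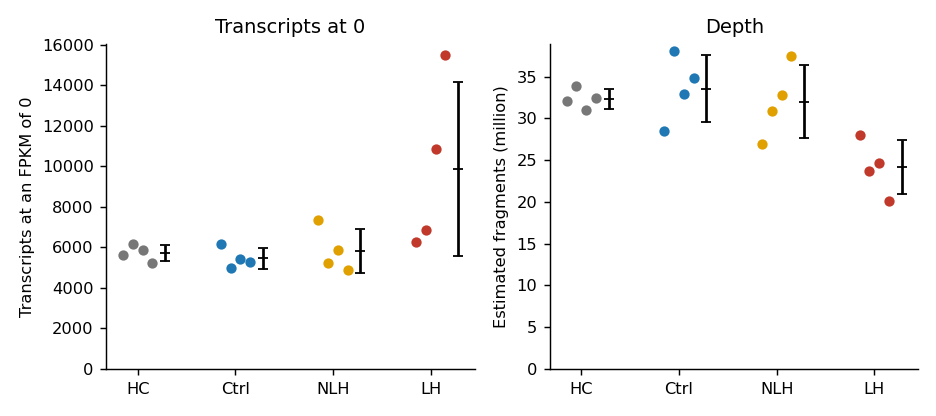
Number of transcripts at an FPKM of 0 (left) and estimated fragments (right) in each mouse, by group. Points are mice, and the bars beside them give the mean and SD of the 4 mice. LH replicates 3 and 4 hold 10846 and 15504 transcripts at 0, above the other mice.

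Differences between groups were taken in both of the following ways. Calls retrace the paper with the methods' t-test on FPKM, transcript by transcript, at the unadjusted cutoff of 0.05 that the methods give. Limma was fitted to log2(FPKM + 0.1) of all 16 mice with 1 mean per group, a trend and robust moderation, and its p was adjusted by Benjamini-Hochberg over all 80137 transcripts.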

We performed RNA-seq on 4 mice from each group and obtained 190451 raw transcripts. After the QC step (see Methods), we narrowed down to 80137 high confidence transcripts (**Figure 2A**) for further analysis.

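The values analysed here cover the same number of transcripts, 80137, from 19493 loci. Of these, 61220 carry an Ensembl identifier and 18917 are assembled transcripts without one. In the authors' classes, 56384 transcripts are protein coding mRNAs of 14785 genes and 4365 are lncRNAs of 3126 genes. A further 422 are pseudogene transcripts and 11 are of the class TEC, and none is classed as snoRNA, miscRNA or scaRNA. GENCODE vM21, an annotation of the same genome build, holds 60863 of the Ensembl transcripts (99.4%). Of the matched transcripts, 19 are of 200 bases or fewer and 14 have 1 exon. Every transcript reached an FPKM of at least 0.1 in some mouse, and 59390 (74.1%) had a mean of at least 0.1 over the 16 mice. The mean was at least 1 in 22595 transcripts (28.2%), and 60495 transcripts were above 0 in all 16 mice.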

**FIGURE 2:**
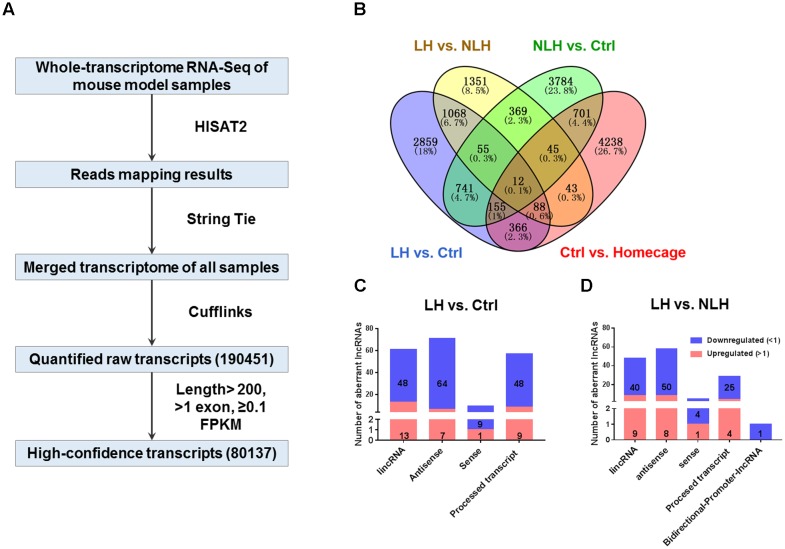
RNA-seq flow chart, profiling and classification analyses **(A)** The flow chart of RNA-seq procedure including Hierarchical Indexing for Spliced Alignment of Transcripts-2 (HISAT2), String Tie, Cufflinks and expression levels for the merged transcripts in Fragments Per Kilobase of transcript per Million mapped reads units (FPKM, see Materials and Methods) obtained from mouse hippocampal tissue (4 groups of mice, *n* = 4 mice per group). **(B)** Venn diagram showing overlap analysis to identify differentially expressed transcripts using multiple comparisons: learned helpless vs. control (LH vs. Ctrl, blue), learned helpless vs. non-learned helpless (LH vs. NLH, yellow), Ctrl vs. Homecage (red) and Ctrl vs. NLH (green). **(C,D)** The number and categories of differentially expressed lncRNAs identified in LH vs. Ctrl **(C)** and LH vs. NLH **(D)** comparisons. Blue bars represent downregulated lncRNAs, while red bars represent upregulated lncRNAs.

In order to exclude transcripts regulated by handling, contextual stimulation, testing procedure and/or transcripts related to learned helplessness, we conducted a series of comparisons among the 4 experimental groups (**Figure 2B**). 

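Ctrl and HC mice were compared over 79272 transcripts that were not constant in these 8 mice. The methods' t-test called 5292 transcripts at the unadjusted cutoff of 0.05, and 5% of the tested transcripts is 3963.6. Of the called transcripts, 3049 were higher and 2243 lower in Ctrl. All 4 Ctrl mice lay above or below all 4 HC mice in 3587 transcripts (4.53%), where chance gives 2.86%. After Benjamini-Hochberg adjustment of the same p values, which lowered the number of calls more than any other alternative, 1 transcript was called (Wsb2 ENSMUST00000149669.7, chosen after its values were seen). Limma placed 3 transcripts past the adjusted threshold and 2765 at an unadjusted p under 0.05. The 3 transcripts were lower in Ctrl than in HC and belong to Nme3, Crip2 and Gas5, named here after their values were seen. All of them had a mean FPKM under 1 in both groups.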

First, we compared the Ctrl group with HC and found 5560 differentially expressed transcripts between both groups (**Figure 2B**). These transcripts were excluded as they might be regulated by the handling, contextual stimulation in the shuttle box and/or the test session. Second, we compared NLH with Ctrl mice and found 5821 differentially expressed transcripts (**Figure 2B**). These transcripts were more likely to be related to learned helplessness resilience phenotype.

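NLH and Ctrl mice differed in 5707 of 79253 transcripts in the same comparison, and 5% of these is 3962.65. Of the called transcripts, 3248 were higher and 2459 lower in NLH. The groups were separated without overlap in 4020 transcripts (5.07%). Limma placed 10 transcripts past the adjusted threshold, 7 of them higher and 3 lower in NLH, and 4101 at an unadjusted p under 0.05. With the 8 mice of this comparison alone in the fit, 34 transcripts passed. With FPKM summed over the transcripts of each gene, 1 gene passed, the lncRNA 1700065J18Rik, with a mean FPKM of 0.557 in NLH and an adjusted p of 0.000456 from limma. It was listed at 0 in all 4 Ctrl mice, and was named after its values were seen.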

After excluding the above described transcripts, we compared LH with Ctrl and/or NLH mice in order to identify transcripts that are specifically regulated by learned helplessness. Comparing LH with Ctrl and/or NLH resulted in identifying 3927 and 2419 transcripts (respectively, **Figure 2B**). These differentially expressed transcripts included protein coding, miscRNA, snoRNA, scaRNA, novel and pseudogene transcripts (**Tables 2**, **3**).

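Before the exclusion, 6080 transcripts were called in LH vs. Ctrl and 3535 in LH vs. NLH, and 5% of the tested transcripts is 3952.7 and 3950.6. In simulated groups the same test called 3.64% of unchanged transcripts, under the nominal 5%. Other divisions of the mice of each comparison into groups of 4 called 1531 to 4720 transcripts in LH vs. Ctrl. In LH vs. NLH such divisions called 1690 to 7365. The simulated rate is therefore no measure of chance in these comparisons. The 10015 transcripts called in Ctrl vs. HC or in NLH vs. Ctrl made up 12.5% of all transcripts. They held 1835 (30.2%) of the LH vs. Ctrl calls and 812 (23.0%) of the LH vs. NLH calls. After they were left out, 4245 transcripts were called in LH vs. Ctrl and 2723 in LH vs. NLH. The exclusion removes called transcripts more often than others, so 5% of the transcripts left is no measure of chance. The comparisons shared 1227 calls, with the same 4 LH mice on one side of both. After Benjamini-Hochberg adjustment of the methods' t-test, 7 calls were made in LH vs. Ctrl and 0 in LH vs. NLH.
Limma, without the exclusion, placed 37 transcripts past the adjusted threshold in LH vs. Ctrl (19 higher and 18 lower in LH) and 33 in LH vs. NLH (11 higher and 22 lower). At an unadjusted p under 0.05 it gave 8579 and 6989 transcripts. This fit takes 1 variance per transcript over all 4 groups, while the spread between LH mice was larger (0.428 against 0.178 to 0.246). With only the 2 groups compared, limma gave 6391 and 3926 transcripts at an unadjusted p under 0.05, where chance gives 4007. Leaving out LH replicate 2 moved the 37 of LH vs. Ctrl most, to 310, and leaving out Ctrl replicate 1 gave 12. Without NLH replicate 1 the 33 of LH vs. NLH became 242. With FPKM summed over genes limma placed 0 genes (2107 at an unadjusted p under 0.05) and 2 genes past the threshold, the 2 being 1700065J18Rik and Mtch1, named after their values were seen. Of the 37 and 33 transcripts, 15 and 17 were also called after the exclusion, and 17 and 27 had a mean FPKM under 1. Both lists held 12 transcripts in common.
Among transcripts with a gene name and a mean FPKM of at least 1, the 5 with the smallest limma p in each comparison were chosen by a rule set before the values were seen. The Itsn1 transcript ENSMUST00000124094.7 had an FPKM of 5.21 ± 3.04 in Ctrl and 2.95 ± 1.63 in NLH (SD, n = 4 mice), and no more than 1.75e-05 in any LH mouse. Its log2 difference was -5.46 (SE 0.49, adjusted p 0.000545 from limma) in LH vs. Ctrl and -4.80 (SE 0.49, adjusted p 0.00231) in LH vs. NLH, and the size of both rests on the 0.1 added to FPKM. The other transcripts of Itsn1 together were at 12.7 ± 2.72 in LH and 10.3 ± 1.01 in Ctrl. The Nol4 transcript ENSMUST00000164893.7 was lower in LH, with 0.16 ± 0.291 against 1.98 ± 0.56 in Ctrl and 2.34 ± 1.03 in NLH, and adjusted p values of 0.0321 and 0.0236 from limma. The rest of Nol4 moved the opposite way, from 5.91 ± 0.824 in Ctrl to 10.3 ± 1.92 in LH. The Rnf31 transcript ENSMUST00000133903.1 was also lower in LH than in Ctrl (adjusted p 0.0321). Transcripts of Asah1, Slc12a5 and Set were higher in LH than in Ctrl by 1.27, 1.22 and 1.2 on the log2 scale (SE 0.16, 0.17 and 0.17), with adjusted p values of 0.0229, 0.0299 and 0.0299 from limma. All 3 were also called in NLH vs. Ctrl, so the exclusion removes them. Against NLH, transcripts of Spag9, Phc1 and Ly6e were higher in LH (adjusted p 0.00746, 0.00767 and 0.0303 from limma). Their mean FPKM in NLH was 0.00481, 0.133 and 0.000179, against 2.21, 1.79 and 4.48 in LH. Those of Spag9 and Phc1 were called in NLH vs. Ctrl and are removed by the exclusion.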

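By the authors' classes, the LH vs. Ctrl calls were 2687 protein coding transcripts, 230 lncRNAs, 1314 assembled transcripts without an Ensembl identifier, 13 pseudogene transcripts and 1 TEC transcript (Gm37038). Of all transcripts in a class, 4.77% of protein coding transcripts, 5.27% of lncRNAs and 6.95% of those without an identifier were called. The LH vs. NLH calls were 1837 protein coding transcripts, 175 lncRNAs, 700 transcripts without an identifier, 9 pseudogene transcripts and 2 TEC transcripts (Gm37038 and Gm37907). Among transcripts without an identifier, 854 calls were lower and 460 higher in LH than in Ctrl, and 445 were lower and 255 higher than in NLH. The TEC transcripts were named after their values were seen.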

**Table 2:** Overview of the identified differentially expressed transcripts in LH vs. Ctrl.

	Downregulated	Upregulated	Total
Total	2550	1337	3927
lncRNAs	169	30	199
Protein coding	1340	823	2163
Novel	882	484	1366
Pseudogene	79	16	95
TEC	77	23	100
miscRNA	3	N/A	3
snoRNA	N/A	1	1

**Table 3:** Overview of the identified differentially expressed transcripts in LH vs. NLH.

	Downregulated	Upregulated	Total
Total	1663	756	2419
lncRNAs	121	21	142
Protein coding	1008	388	1396
Novel	427	320	747
Pseudogene	66	11	77
TEC	40	15	55
snoRNA	N/A	1	1
scaRNA	1	N/A	1

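The lncRNA class comprises 4365 transcripts classed as lincRNA, antisense, processed transcript, sense intronic, sense overlapping or bidirectional promoter lncRNA. After the exclusion, 230 of them were called in LH vs. Ctrl and 175 in LH vs. NLH. In both comparisons, 83 were called. With only transcripts of a mean FPKM of at least 1, the numbers were 34 and 10. Limma placed no lncRNA past the adjusted threshold in LH vs. Ctrl and 2 in LH vs. NLH. These are 1700065J18Rik and C130026L21Rik, named after their values were seen, with log2 differences of -2.60 and -2.04 (LH minus NLH, adjusted p 0.00478 and 0.0303 from limma). Both were at or near 0 in LH, so these differences rest on the 0.1 added to FPKM. 1700065J18Rik was at 0 in Ctrl too, and passed in NLH vs. Ctrl with a log2 difference of 2.60 (adjusted p 0.0119 from limma). Its difference thus sets NLH apart from both LH and Ctrl.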

Importantly, we found 199 (**Table 2**) and 142 (**Table 3**) lncRNAs to be differentially expressed in LH vs. Ctrl and LH vs. NLH (respectively). 

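Of the 230 lncRNA transcripts called in LH vs. Ctrl, 97 were antisense, 72 lincRNA, 55 processed transcripts and 6 sense intronic. None was sense overlapping or of a bidirectional promoter, classes with 13 and 36 transcripts in all. The called share was 5.79% of antisense, 4.65% of lincRNA, 5.56% of processed and 5.88% of sense intronic transcripts.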

Further class distribution analysis showed that LH vs. Ctrl lncRNAs included lincRNA, Antisense, sense and processed transcripts (**Figure 2C**). 

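Of the 175 lncRNA transcripts called in LH vs. NLH, 76 were antisense, 56 lincRNA, 39 processed transcripts, 2 sense intronic, 1 sense overlapping and 1 of a bidirectional promoter. Each of the last 3 classes thus rests on no more than 2 called transcripts. The called share was 4.54% of antisense and 3.62% of lincRNA transcripts.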

LH vs. NLH lncRNAs also included the same categories of lncRNA plus bidirectional promoter lncRNA transcripts (**Figure 2D**). Therefore, our results suggest that learned helplessness is associated with not only changes in mRNA expression, but also alterations in lncRNA expression. 

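From the calls among lncRNAs beside those among mRNAs, the paper proposes that helplessness goes with changes in both kinds of RNA.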

For the entire RNA-seq data and all comparisons between the above mentioned 4 groups of animals see Supplementary File 1^2^.

### Profiling, Functional and Co-expression Network Analyses of mRNA and lncRNA

In the current study, our major aims are (i) to identify differentially expressed lncRNAs in learned helpless mice and (ii) to provide insights into their possible regulatory roles based on their relationship with the identified differentially expressed mRNA transcripts.

To achieve these goals, we conducted profiling and functional analyses of the identified mRNA transcripts. First, we generated graphical overview of the expression signature of mRNA in LH vs. Ctrl and LH vs. NLH using scatter plotting and hierarchical clustering analysis. The scatter plotting showed that a large number of mRNAs were differentially expressed in LH group in comparison with Ctrl (**Figure 3A**) and NLH (**Figure 3B**) groups. 

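Of the protein coding genes that the paper later measured by real time PCR, 8 and the reference gene Gapdh are given here as the FPKM summed over each gene's transcripts. The 8 genes were chosen by the authors on these samples. None of the 9 passed limma's threshold in either comparison with p adjusted over all genes, where the smallest adjusted p was 0.262, for Dlg2 in LH vs. Ctrl. Of all 14 genes measured by real time PCR, lncRNAs and Gapdh included, 6 passed in LH vs. Ctrl and 3 in LH vs. NLH when p was adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. Of the protein coding genes these were Dlg2 and Cacnb4 in LH vs. Ctrl (0.0243 and 0.0272). Dlg2 (ENSMUSG00000052572, chromosome 7 from 90476672 to 92449247 of GRCm38) was at 47.5 ± 7.26 in LH, 37.6 ± 2.17 in Ctrl and 44.8 ± 4.74 in NLH (SD, n = 4 mice), with a log2 difference of 0.33 (SE 0.11) from Ctrl and 0.08 (SE 0.11) from NLH. Cacnb4 (ENSMUSG00000017412, chromosome 2 from 52428320 to 52676831) was at 54.2 ± 53.7 in LH against 16.5 ± 6.62 in Ctrl and 24.6 ± 5.27 in NLH. Its LH values ranged from 15.0 to 133.3 in single mice, and its log2 difference from Ctrl was 1.31 (SE 0.46, adjusted p 0.289 from limma). Without LH replicate 3, the mouse at 133.3, the differences fell to 0.72 from Ctrl and 0.10 from NLH. Prkacb (ENSMUSG00000005034) differed by 0.16 (SE 0.11) from Ctrl and -0.01 (SE 0.11) from NLH. For Nub1, Rbfox2, Rab3a, Tcf4 and Grik2 the differences lay between -0.15 and 0.04 in both comparisons, with standard errors of 0.11 to 0.14. The signs for Rab3a, Tcf4 and Grik2 in both comparisons and for Prkacb in LH vs. NLH turned with median-ratio size factors. Gapdh differed by -0.15 (SE 0.18) from Ctrl and 0.01 (SE 0.18) from NLH.

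**Figure D2:**
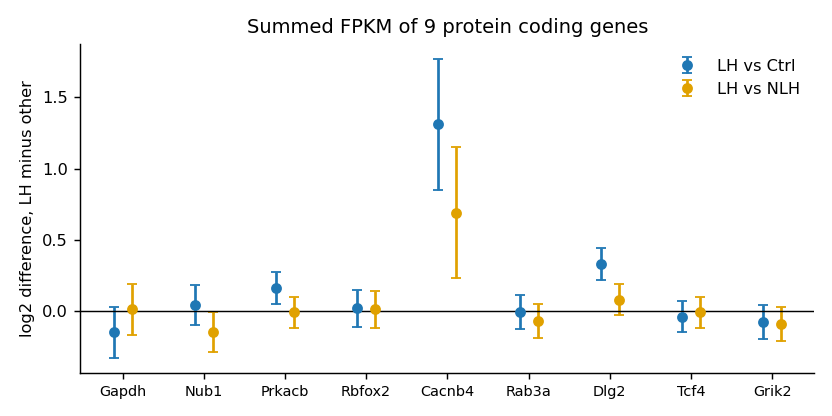
Log2 difference of LH from Ctrl and from NLH in the summed FPKM of 9 protein coding genes, with 0.1 added. Points are limma's estimates over 4 mice per group and bars their standard errors. Cacnb4 is 1.31 above Ctrl and 0.69 above NLH, and 0.72 and 0.10 without LH replicate 3. Dlg2 is 0.33 above Ctrl.

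Single transcripts of 7 of the 8 genes were called in LH vs. Ctrl after the exclusion. The called transcripts of Nub1, Prkacb, Rab3a, Tcf4 and Grik2 were lower in LH, and made up between 0.0808% and 12.8% of their gene's FPKM. The called Cacnb4 transcript ENSMUST00000102760.9 was higher in LH, with 11.3 ± 1.83 against 6.51 ± 1.30 in Ctrl and 6.37 ± 1.07 in NLH, and held 26.5% of the gene's FPKM. Each LH mouse lay above each Ctrl and each NLH mouse (exact permutation test, two-sided, p = 0.0286, the smallest that 4 mice against 4 allow). Dlg2 had 1 called transcript lower in LH (ENSMUST00000129818.1, 0.06435 ± 0.07564 against 0.383 ± 0.08391 in Ctrl) and 1 higher (ENSMUST00000138389.7, 5.22 ± 2.09 against 1.67 ± 0.727). Of the transcripts of Rbfox2, 1 was called in LH vs. Ctrl and left out by the exclusion.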

Plotting the data using heatmap indicated that, among our differentially expressed mRNAs more were found to be downregulated in LH group in comparison with Ctrl (**Figures 3C,E**) and NLH (**Figures 3D,E**) groups. Furthermore, the number of differentially expressed mRNAs in LH vs. NLH was less than that in LH vs. Ctrl by ∼36% (LH vs. NLH 1396 mRNAs, LH vs. Ctrl 2162 mRNAs, **Figure 3F**). Thus, our results suggest that inescapable stress and/or induction of helplessness can change the expression level of a large number of protein coding mRNAs in the mouse hippocampus. Furthermore, induction of helplessness appears to predominantly downregulate gene expression among the differentially expressed mRNAs in hippocampus.

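In LH vs. Ctrl, 1637 of the 2687 called mRNA transcripts (60.9%, 95% Wilson interval 59.1% to 62.8%) had a lower mean in LH and 1050 a higher one. In LH vs. NLH, 1343 of 1837 (73.1%, 71.0% to 75.1%) were lower and 494 higher. These intervals treat transcripts as independent, which they are not. Of all mRNA transcripts left after the exclusion, called or not, 50.8% had a lower mean in LH than in Ctrl and 54.1% than in NLH. Among transcripts with a mean FPKM of at least 1, the shares of calls lower in LH were 31.5% and 50.4%. After division by median-ratio size factors they were 49% and 60.5%. Of the mice left out in turn, LH replicates 3 and 4 moved the shares most. Without replicate 3 they were 47.2% and 58%, and without replicate 4 they were 33.3% and 45.3%.

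**Figure D3:**
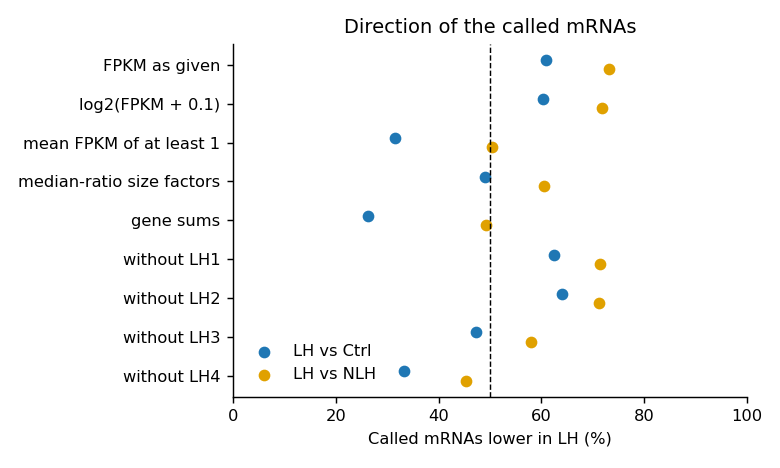
Percent of called mRNA transcripts with a lower mean in LH than in Ctrl or NLH, with the calls redone on the values or mice named at the left. The dashed line marks equal numbers lower and higher. The share is 60.9% in LH vs. Ctrl and 73.1% in LH vs. NLH on FPKM as given, and 33.3% and 45.3% without LH replicate 4.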

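With 2687 mRNA calls in LH vs. Ctrl and 1837 in LH vs. NLH, the second number was lower by 31.6%. The comparisons shared 778 of these mRNA calls. With FPKM summed over genes, 750 and 331 protein coding genes were called.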

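Called transcripts were compared with the other transcripts of their genes. In LH vs. Ctrl, the remaining transcripts of the gene moved the opposite way to the called one for 55.7% of 2486 called mRNAs (95% Wilson interval 53.8% to 57.7%), and for 52.0% of uncalled mRNAs. In LH vs. NLH the shares were 56.9% of 1743 (54.6% to 59.2%) and 53.3%. The median called mRNA held 12.6% and 10.1% of its gene's FPKM. Of the genes with a called mRNA and other transcripts, 17.0% in LH vs. Ctrl and 8.47% in LH vs. NLH were also called in the same direction on their summed FPKM. Among genes called on summed FPKM, 26.3% of protein coding genes were lower in LH than in Ctrl and 49.2% lower than in NLH. From the counts of transcripts in each direction, the paper proposes that helplessness mostly lowers expression among the differentially expressed mRNAs.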

**FIGURE 3:**
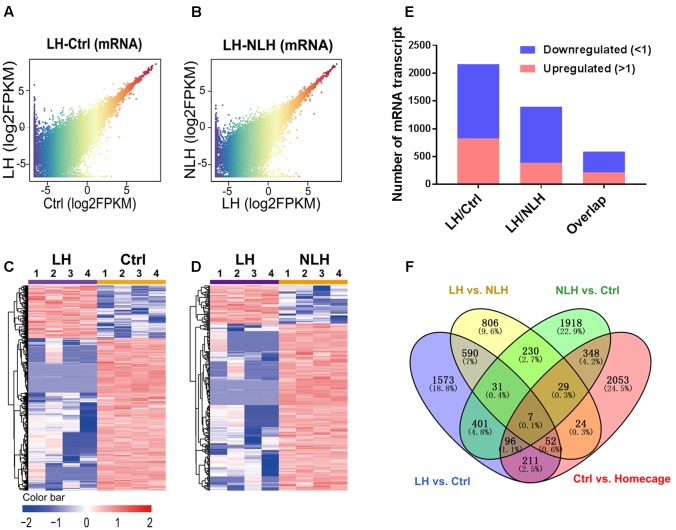
Expression and profiling of mRNA in LH vs. Ctrl and LH vs. NLH comparisons. **(A,B)** Scatter plotting of the global mRNA expression pattern in the LH vs. Ctrl **(A)** and LH vs. NLH **(B)** comparisons. **(C,D)** Heatmap hierarchical clustering analysis of differentially expressed mRNA transcripts from individual animals (*n* = 4 per group) in LH vs. Ctrl **(C)** and LH vs. NLH **(D)** comparisons. **(E)** The numbers of regulated mRNA transcripts. Blue bars represent downregulated mRNAs, while red bars represent upregulated mRNAs. **(F)** Venn diagram showing overlap analysis of differentially expressed mRNAs using multiple comparisons: learned helpless vs. control (LH vs. Ctrl, blue), learned helpless vs. non-learned helpless (LH vs. NLH, yellow), Ctrl vs. Homecage (red) and Ctrl vs. NLH (green).

Second, we studied whether the altered mRNAs in LH group were enriched in certain biological functions. GO analysis in LH vs. Ctrl (**Figure 4A**) and LH vs. NLH (**Figure 4B**) comparisons showed that the differentially expressed mRNAs are enriched in the following biological functions: synapse structure and function, dendritic morphology, neurodevelopment, axon and projections development, mRNA processing, calcium ion transporting and chromatin modification (**Figures 4A,B**). 

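The Gene Ontology lists of the paper were not used here. A list of 60 synapse genes and a list of 63 chromatin genes, written from general knowledge before the data were examined, stand for those functions. Of the 54 synapse genes with a tested mRNA, 24 (44.4%) had a called mRNA in LH vs. Ctrl, against 16.8% of all 13926 genes. Genes with more transcripts had more calls. In LH vs. Ctrl 6.0% of genes with 1 mRNA transcript had a call, and 50.4% of those with 10 or more. Against 10000 random lists matched on number of transcripts and mean FPKM, which held a median of 14 such genes, the matched p was 0.0021 (Fisher's exact test without matching, p = 1.71e-06). In LH vs. NLH, 16 synapse genes had a call against a median of 9 (matched p 0.0064). The list holds 5 genes that the paper chose on these samples for real time PCR. Without them, an alternative added after the calls had been seen, the p values were 0.0183 and 0.117. The p in LH vs. Ctrl was 0.206 without Ctrl replicate 2, 0.0928 without LH replicate 3 and 0.132 without LH replicate 4. For chromatin, 18 of 60 genes had a call in LH vs. Ctrl (median of matched lists 17, p 0.469) and 17 of 60 in LH vs. NLH (median 13, p 0.106). Dendrite, projection, calcium and mRNA processing functions were not analysed here.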

Next, we performed pathway enrichment analysis using Cytoscape software, to check for the signaling pathways that are commonly enriched in LH vs. Ctrl and LH vs. NLH comparisons. Enrichment analysis revealed that signaling pathways related to dendritic spine morphology, synaptic structure and function as well as chromatin modification were among the most commonly enriched signaling pathways. We also identified additional signaling pathways that were enriched, though to a lesser extent, in both comparisons (i.e., LH vs. Ctrl and LH vs. NLH) such as JUN cascade, cell cycle regulation, neurodevelopment and neuronal death regulation (**Figure 4C**). Data suggest that signaling pathways related to synapse functions and chromatin modification are among the major neuronal functions commonly regulated in both comparisons, and hence highly associated with learned helplessness behavioral phenotype.

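Both lists were also tested by limma's camera on summed FPKM, with a preset correlation of 0.01 and adjustment over 8 lists. In LH vs. Ctrl, the synapse list had a median log2 difference of 0.03 and p 0.284 (adjusted 0.567), and the chromatin list 0.06 and p 0.23 (adjusted 0.567). In LH vs. NLH, the medians were -0.05 and -0.06 and the adjusted p values 0.832 and 0.847. The median of all genes was 0.00 and -0.06. In LH vs. NLH the list medians and means were negative where camera, which compares a list with the other genes, placed both lists upward. Neither list passed under fry. With median-ratio size factors the synapse list passed camera in both comparisons, upward in LH, with adjusted p values of 0.0331 and 0.00266. These rest on the preset correlation of 0.01. The correlation estimated between synapse genes was 0.502, and on FPKM as given the camera p was then 0.806 and 0.919. Neither the estimated correlation nor fry was run with size factors. From the enrichment in both comparisons, the paper proposes that synapse functions and chromatin modification are highly associated with the helpless phenotype.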

**FIGURE 4:**
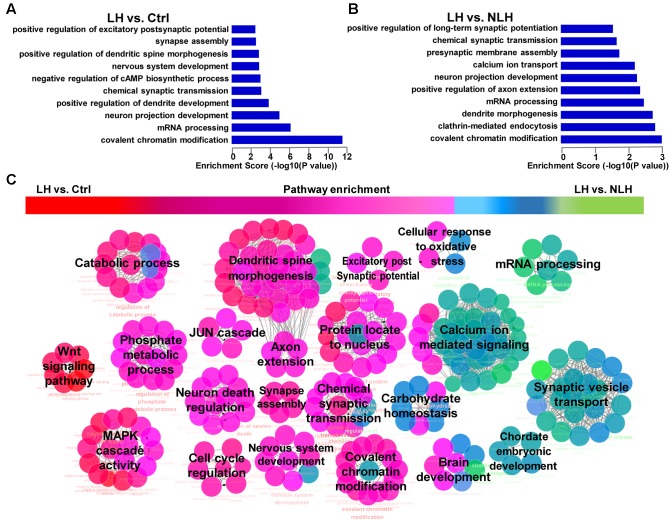
Gene Ontology and pathway enrichment analyses of mRNA. **(A,B)** The significant biological processes representing the functions of the differentially expressed mRNAs obtained from LH vs. Ctrl **(A)** and LH vs. NLH **(B)** comparisons. **(C)** Pathway enrichment analysis between LH vs. Ctrl and LH vs. NLH comparisons showing the signaling pathways that are commonly regulated in both comparisons. Red represents pathways enriched in LH vs. Ctrl comparison. Green represents pathways enriched in LH vs. NLH comparison. Pink (middle) represent signaling pathways that are commonly regulated and enriched in both comparisons.

We proceeded with profiling and functional analyzing of the identified lncRNAs. Again, we first generated graphical overview of the expression signature of lncRNA in LH vs. Ctrl and LH vs. NLH using scatter plotting and hierarchical clustering analysis. The scatter plots showed a large number of lncRNA were found to be differentially expressed in LH group in comparison with Ctrl (**Figure 5A**) and NLH (**Figure 5B**) groups. 

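The lncRNA genes measured by real time PCR in the paper, and the lncRNAs with the most pairs in Supplementary Table S1, are given here as summed FPKM. None passed limma's threshold in either comparison with p adjusted over all genes. Adjusted over the 14 genes measured by real time PCR alone, Gm26859, Gm16364, Miat and ENSMUSG00000110020 passed in LH vs. Ctrl. In LH vs. NLH, Gm16364, 1700109K24Rik and Miat did. The lncRNAs chosen for their listed pairs were not part of that adjustment. Among them, Gm37571 and Gm32391 had unadjusted limma p values of 2.67e-05 and 0.000638 in LH vs. NLH (0.0978 and 0.299 adjusted over all genes). Miat (ENSMUSG00000097767, chromosome 5 from 112213228 to 112229395 of GRCm38, lincRNA) was at 16.2 ± 3.05 in LH, 22.04 ± 1.06 in Ctrl and 20.6 ± 1.23 in NLH (SD, n = 4 mice). Its log2 difference was -0.46 (SE 0.12, adjusted p 0.168 from limma) from Ctrl and -0.36 (SE 0.12, adjusted p 0.526) from NLH, with each LH mouse below each mouse of both groups (exact permutation test, two-sided, p = 0.0286, the smallest that 4 mice against 4 allow). Gm26859 (chromosome 19 from 10389130 to 10391735, lincRNA) was at 0.553 ± 0.0774 in LH, 1.01 ± 0.119 in Ctrl and 0.75 ± 0.0313 in NLH. It was called in both LH comparisons and also in NLH vs. Ctrl, so the exclusion removes it. Gm16364 (chromosome 10, antisense) was at 0.283 ± 0.125 in LH, 0.804 ± 0.143 in Ctrl and 0.591 ± 0.115 in NLH. The antisense lncRNA ENSMUSG00000110020 (chromosome 7 from 45830895 to 45835249) was at 1.11 ± 0.227 in LH and 0.014 ± 0.0239 in Ctrl. In NLH it was at 0.591 ± 0.617, with single mice from 6.76e-05 to 1.14. Its log2 difference from Ctrl was 3.41 (SE 0.60, adjusted p 0.0657 from limma). 1700109K24Rik (chromosome 15 from 77084398 to 77096314) lies within Rbfox2 on the opposite strand. It was at 1.49 ± 0.25 in LH and 2.39 ± 0.121 in NLH, and was called in LH vs. NLH and in NLH vs. Ctrl. The paper's text does not say whether the libraries kept the strand of the RNA. Fragments of overlapping genes in the values of antisense lncRNAs therefore cannot be excluded. In LH vs. NLH the log2 difference was -0.66 (SE 0.20) for 1700109K24Rik and 0.01 (SE 0.13) for Rbfox2. The other antisense lncRNAs were not compared with overlapping genes.

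**Figure D4:**
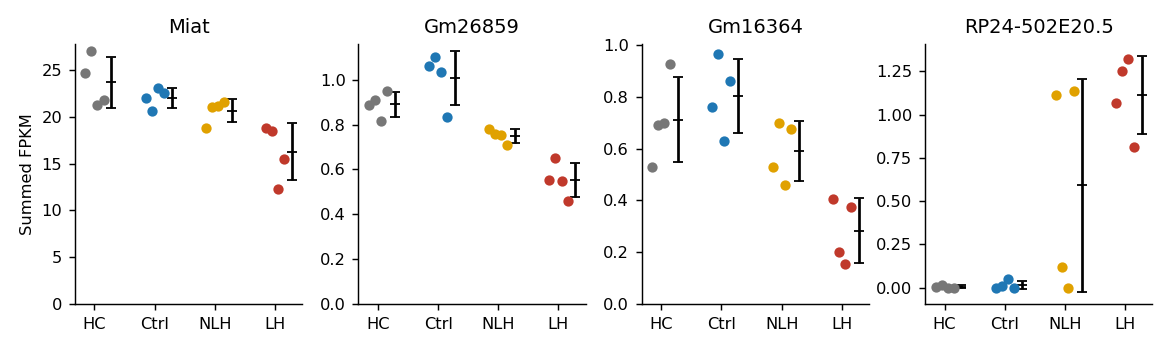
Summed FPKM of 4 lncRNAs in each mouse, by group. Points are mice, and the bars beside them give the mean and SD of the 4 mice. LH means are 16.2 for Miat, 0.553 for Gm26859, 0.283 for Gm16364 and 1.11 for ENSMUSG00000110020.

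Of the lncRNAs with the most listed pairs, Gm9017 was at 0.0503 ± 0.0977 in LH, with 1 mouse listed at 0, and at 0.23 ± 0.079 in Ctrl. Its transcript ENSMUST00000160040.7 was listed at 0 in all 4 LH mice. Gm14372 was at 0.903 ± 0.147 in LH and 1.33 ± 0.0999 in Ctrl, and was also called in NLH vs. Ctrl. Gm37571 and Gm32391 were listed at 0 in LH replicates 3 and 4, the libraries with the most transcripts at 0, with means of 0.609 ± 0.167 and 0.607 ± 0.0954 in NLH.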

Similar to mRNA regulation, heatmap revealed that, among the differentially expressed lncRNAs, more were found to be downregulated in LH group in comparison with Ctrl (**Figures 5C,E**) and NLH (**Figures 5D,E**) groups. Furthermore, the number of differentially expressed lncRNAs in LH vs. NLH was less than that in LH vs. Ctrl by ∼28% (LH vs. NLH 142 lncRNAs, LH vs. Ctrl 199 lncRNAs, **Figure 5F**).

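Of the 230 lncRNAs called in LH vs. Ctrl, 192 (83.5%, 95% Wilson interval 78.1% to 87.7%) were lower in LH and 38 higher. Of the 175 called in LH vs. NLH, 146 (83.4%, 77.2% to 88.2%) were lower and 29 higher. Of all lncRNA transcripts left after the exclusion, 57.6% had a lower mean in LH than in Ctrl and 58.1% than in NLH. By class, 90.7% of antisense, 73.6% of lincRNA and 81.8% of processed transcripts called in LH vs. Ctrl were lower in LH. Without LH replicate 4 the shares of all called lncRNAs were 68.3% and 65.5%, and among transcripts with a mean FPKM of at least 1 they were 61.8% of 34 and 60% of 10.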

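The 175 lncRNA calls in LH vs. NLH were fewer than the 230 in LH vs. Ctrl by 23.9%.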

**FIGURE 5:**
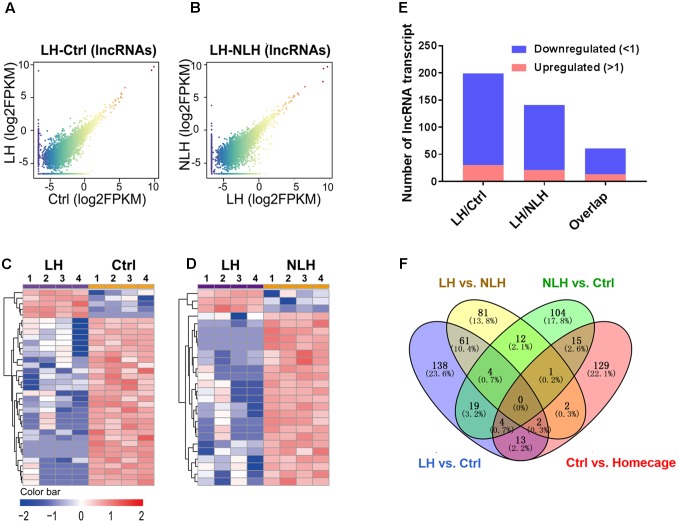
Expression and profiling of lncRNA in LH vs. Ctrl and LH vs. NLH comparisons. **(A,B)** Scatter plotting of the global lncRNA expression pattern in the LH vs. Ctrl **(A)** and LH vs. NLH **(B)** comparisons. **(C,D)** Heatmap hierarchical clustering analysis of differentially expressed lncRNA transcripts from individual animals (*n* = 4 per group) in LH vs. Ctrl **(C)** and LH vs. NLH **(D)** comparisons. **(E)** The numbers of regulated lncRNA transcripts. Blue bars represent downregulated lncRNAs, while red bars represent upregulated lncRNAs. **(F)** Venn diagram showing overlap analysis of differentially expressed lncRNAs using multiple comparisons: learned helpless vs. control (LH vs. Ctrl, blue), learned helpless vs. non-learned helpless (LH vs. NLH, yellow), Ctrl vs. Homecage (red) and Ctrl vs. NLH (green).

To explore the relationship between the lncRNA and mRNA transcripts, we conducted lncRNA-gene co-expression network analysis. Interestingly, we found that approximately 17% of the identified lncRNAs (34 out of 199 in LH vs. Ctrl and 24 out of 142 in LH vs. NLH) had strong and significant (*r*^2^ ≥ 0.9, *p* < 0.01, *Pearson test*) correlation with the differentially expressed mRNAs in LH vs. Ctrl (Supplementary Figure S1) and LH vs. NLH comparisons (Supplementary Figure S2). 

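For the co-expression step, FPKM was averaged over the transcripts of each gene, as in the methods, and Pearson's r was taken over the 8 mice of each comparison. The paper's text does not name the mice used. With the called lncRNAs and mRNAs, 221 lncRNA genes were set against 2334 mRNA genes in LH vs. Ctrl, in 515814 pairs. At r squared of at least 0.9 and p under 0.01, 174 lncRNA genes (78.7%) had at least 1 correlated mRNA, in 778 pairs. In LH vs. NLH, 115 of 172 lncRNA genes (66.9%) did, in 329 of 282080 pairs. The p values are not adjusted for this number of pairs, and all genes entering were chosen for a difference between the same 2 groups of mice. With the mice shuffled within each group, which keeps the group difference and breaks the pairing of lncRNA with mRNA, the median over 100 shuffles was 171 lncRNAs in LH vs. Ctrl and 91 in LH vs. NLH. Over all 16 mice the numbers were 5 (A330076H08Rik, AI504432, Gm16140, Snhg1 and Tug1, named after their values were seen) and 0. The choice of mice moved the numbers most.
Supplementary Table S1 of the paper lists 1702 pairs with 35 lncRNAs for LH vs. Ctrl and 399 pairs with 25 lncRNAs for LH vs. NLH, 56 different lncRNAs in all. Of the listed lncRNAs, 26 and 19 were called here. Of the listed pairs found in the file, 107 of 1695 (6.31%) and 30 of 398 (7.54%) had an r squared of at least 0.9 over the 8 mice. An absolute r of at least 0.9, a cutoff added after the values had been seen, was met by 705 (41.6%) and 208 (52.3%).

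**Figure D5:**
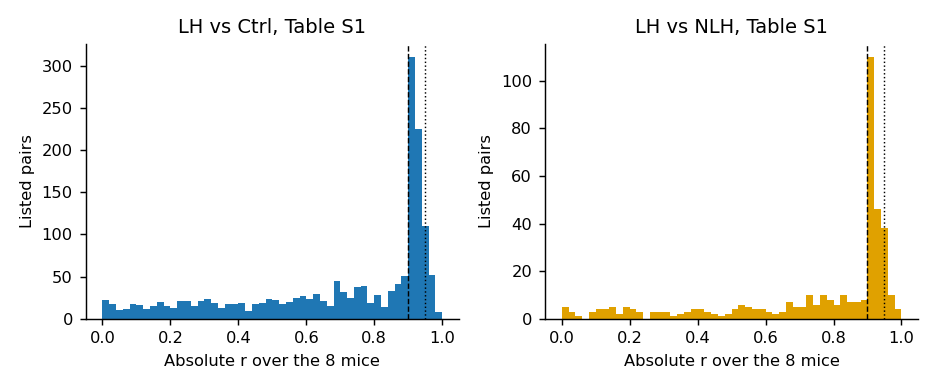
Number of pairs listed in Supplementary Table S1 by the absolute Pearson's r of their mean FPKM over the 8 mice of each comparison. The dashed line marks an absolute r of 0.9 and the dotted line an r squared of 0.9. Between 0.90 and 0.91 lie 163 LH vs. Ctrl pairs and 60 LH vs. NLH pairs.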

Mapping analysis of potential *cis* and *trans* mRNAs showed that none of the identified co-expressed mRNAs were located in proximity (within up to 1000 kb) to the co-expressed lncRNAs, suggesting that all the co-expressed mRNAs are potentially *trans* (Supplementary Figures S1, S2, see Supplementary Table S1 for the detailed lists of co-expression results). 

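Distances were taken between the genes as placed by GENCODE vM21. Of the listed pairs, 1695 and 398 had coordinates, and 95 and 22 of these lay on the same chromosome. None lay within 1000 kb. The nearest listed pair was 1700007L15Rik and Cep19 in LH vs. Ctrl, 1272 kb apart, and Gm16845 and Fbxl12 in LH vs. NLH, 1426 kb apart. Of the pairs found in the FPKM at r squared of at least 0.9, 2 of 775 in LH vs. Ctrl and 0 of 326 in LH vs. NLH lay within 1000 kb. The 2 pairs are Gm13362 with Etl4, which overlap, and Malat1 with Vps51, 265.2 kb apart, named after their values were seen. From the absence of near pairs, the paper proposes that the co-expressed mRNAs are potentially trans.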

Next, we used these regulatory lncRNAs to conduct lncRNA-functions co-expression network analyses (see Materials and Methods) to provide insights into their possible regulatory roles. A large variety of cellular functions (representing the functions of the identified genes) correlated with the lncRNAs in LH vs. Ctrl (**Figure 6A**) and LH vs. NLH (**Figure 6B**) including synapse, chromatin modification, cell survival/differentiation related functions (**Figures 6A,B**).

**FIGURE 6:**
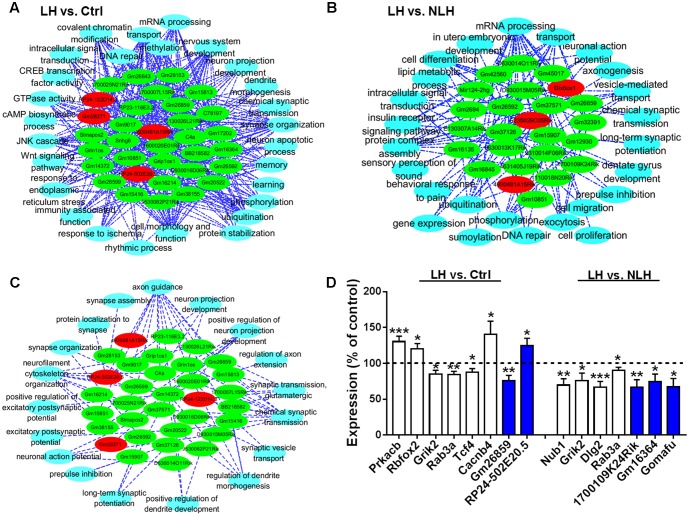
lncRNA-function co-expression network analysis and real time PCR. **(A,B)** Functional co-expression networks analysis of biological processes and the differentially expressed lncRNAs in LH vs. Ctrl **(A)** and LH vs. NLH **(B)** comparisons. **(C)** Functional co-expression network showing the synapse-related regulatory lncRNAs identified in both comparisons (LH vs. Ctrl and LH vs. NLH). Red nodes indicate upregulated lncRNAs. Green nodes indicate downregulated lncRNAs. Blue nodes indicate bioprocesses. The dotted lines indicate significant correlation (positive or negative correlation). **(D)** Quantitative analysis of selected mRNAs (white bars) and lncRNAs (blue bars) that are differentially expressed in LH vs. Ctrl (left) and LH vs. NLH (right) comparisons (*n* = 10 mice per group). Dashed line represents the control level. Data were normalized to the house keeping gene GAPDH and expressed as a percentage of the average of the corresponding control for each gene. Two-tailed unpaired *t*-test; ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001. Data are presented as mean ± SEM.

Our mRNA functional analysis suggested that synapse-related genes were regulated in LH mice (**Figures 4A,B**). Pathway enrichment analyses also highlighted signaling pathways related to dendritic spine morphology, synapse assembly as well as synaptic transmission and plasticity, as major pathways commonly regulated in both comparisons LH vs. Ctrl and LH vs. NLH (**Figure 4C**). Furthermore, our lncRNA-function co-expression network analysis indicated that there is significant correlation between the regulatory lncRNAs and 18 different synapse-related functions (**Figures 6A,B**).

Such repeated pattern prompted us to focus on synapse-related lncRNAs. Hence, we conducted lncRNA-function co-expression network on lncRNAs enriched in both comparisons (LH vs. Ctrl and LH vs. NLH) with major focus on biological functions related to synapse. We found 33 out of the 58 lncRNAs (57% of the regulatory lncRNAs described above in **Figures 6A,B**) were linked to synapse-related functions such as synapse assembly, synaptic transmission, synaptic plasticity, vesicles transport, cytoskeleton and neurofilaments, spine formation and morphogenesis and protein transportation/localization to synapse (**Figure 6C**). Thus, our results predict a potential role of lncRNA-dependent mechanisms in mediating inescapable stress-induced synapse modifications.

### Quantitative Analysis of Representative mRNAs and lncRNAs

We confirmed the differential expression of a representative sample of the identified transcripts. We selected representative mRNAs and lncRNAs and quantified their expression in LH and compared it with that in Ctrl and/or NLH (in total 15 comparisons). The mRNA transcripts were selected based on their relevance to stress/depression etiologies, anxiety-/depression-like behavior in rodents and/or to synaptic functions. Prkacb was shown to be regulated by stress (Suri et al., 2014). Rbfox2 is upregulated in the brain of patients with bipolar disorders (Iwamoto et al., 2004) and mice with high anxiety-like behavior (Czibere et al., 2011). Grik2 was reported to be regulated in postmortem brain tissues obtained from depressed and suicide patients (Nagy et al., 2015). Rab3a is a synaptic protein that was shown to be suppressed in brain tissues from patients with major depressive disorder and stressed rats (Kang et al., 2012). Tcf4 is implicated in the pathologies of recurrent depressive disorders (Mossakowska-Wojcik et al., 2018). The depression etiology associated gene Cacnb4 (Rouillard et al., 2016) is known as an important regulator of synapse density (MacDonald et al., 2017). Regulation of several genes including Nub1 was reported to be associated with reversal of behavioral despair following treatments with the antidepressant drug fluoxetine (Miller et al., 2008). Dlg2 is a postsynaptic protein that was shown to be regulated in the hippocampus of depressed patients (Duric et al., 2013). Finally, the lncRNA Gomafu (also named as Miat), known to regulate anxiety-like behavior in mice (Spadaro et al., 2015), as well as other lncRNA transcripts identified in the current study including Gm26859, 1700109K24Rik, Gm16364 and RP24-502E20.5 were also quantified using real time PCR. Quantitative real time PCR analysis showed that the expression of all mRNA and lncRNA transcripts in LH mice was significantly different in comparison with the corresponding control group (**Figure 6D**). Two-tailed unpaired *t*-test results were as following: Prkacb [LH vs. Ctrl, *t*_(18)_ = 4.00, *p* = 0.0008], Rbfox2 [LH vs. Ctrl, *t*_(18)_ = 2.60, *p* = 0.018], Grik2 [LH vs. Ctrl, *t*_(18)_ = 2.80, *p* = 0.012], Rab3a [LH vs. Ctrl, *t*_(18)_ = 3.40, *p* = 0.003], Tcf4 [LH vs. Ctrl, *t*_(18)_ = 2.36, *p* = 0.029], Cacnb4 [LH vs. Ctrl, *t*_(18)_ = 2.23, *p* = 0.038], Gm26859 [LH vs. Ctrl, *t*_(18)_ = 3.23, *p* = 0.005], RP24-502E20.5 [LH vs. Ctrl, *t*_(18)_ = 2.40, *p* = 0.028], Nub1 [LH vs. NLH, *t*_(18)_ = 3.42, *p* = 0.003], Grik2 [LH vs. NLH, *t*_(18)_ = 2.32, *p* = 0.032], Dlg2 [LH vs. NLH, *t*_(18)_ = 3.98, *p* = 0.0009], Rab3a [LH vs. NLH, *t*_(18)_ = 2.22, *p* = 0.039], 1700109K24Rik [LH vs. NLH, *t*_(18)_ = 3.10, *p* = 0.006], Gm16364 [LH vs. NLH, *t*_(18)_ = 2.40, *p* = 0.027] and Gomafu [LH vs. NLH, *t*_(18)_ = 2.82, *p* = 0.011].

## Discussion

To the best of our knowledge, this is the first study to identify learned helplessness regulated lncRNAs in the brain of mouse. Using RNA-seq, we demonstrate that induction of helplessness, by exposure to inescapable stress, can misregulate not only mRNA expression, but also lncRNA expression in the mouse brain. Functional co-expression analysis predicts that some of the differentially expressed lncRNAs might play regulatory roles in several mechanisms previously implicated in stress/depression pathologies. Importantly, majority of these regulatory lncRNAs are linked to bioprocesses related to synaptic functions. Thus, our results suggest that alterations in lncRNA expression in the brain might be one of the mechanisms mediating stress-induced pathologies including the well-documented synaptic dysfunctions.

Previous profiling studies suggest that changes in the expression of distinct gene networks (coding and non-coding), in the brain, might underlie stress and depression pathologies. For example, protein-coding gene networks (mRNA) were found to be altered in the frontal cortex of depressed patients (Kang et al., 2012), hippocampus of learned helpless mice (Kohen et al., 2005) and the hippocampus of adult rats exposed to prenatal stress (Kinnunen et al., 2003). Interestingly, although the expression pattern of genes related to transcription regulation, cell survival, metabolism and developmental processes varies among these studies, majority of them show similar pattern of expression of genes related to synaptic functions. The mRNA expression signature suggests that stress and/or depression pathologies in the brain will mainly suppress gene expression including genes related synaptic vesicle trafficking, synaptic transmission and/or pre- and postsynaptic compartments (Kinnunen et al., 2003; Kohen et al., 2005; Kang et al., 2012). Furthermore, the expression of distinct non-coding gene networks (miRNA) was also found to be altered in the lateral habenula of learned helpless rats (Svenningsen et al., 2016). Pathway prediction analysis implicate the identified miRNAs in regulatory processes related to neurotrophins signaling, hormonal receptors pathways and synaptic transmission (Svenningsen et al., 2016). The currents study shows that exposure to inescapable stress and/or induction of helplessness alters the expression of not only protein coding genes (mRNAs) but also distinct groups of lncRNA networks in the mouse brain. In line with previous studies, we found that majority of the genes were suppressed by induction of helplessness. Functional and pathway enrichment analyses linked the regulated protein coding genes to bioprocesses known to be involved in stress/depression pathologies including cell survival and proliferation, neurodevelopment, cell metabolism, chromatin modifications, and most importantly synaptic functions. Moreover, we identified groups of lncRNAs that were differentially expressed in learned helpless mice in comparison with control and inescapable stress resilient mice (i.e., NLH). The results, therefore, are in line with previous profiling studies highlighting the downregulation of genes related to synaptic functions as a hallmark of stress-/depression-induced pathologies. Furthermore, the current study extends our understanding of mechanisms underlying stress-induced pathologies, beyond mRNA and miRNA, to include regulation of lncRNA expression.

Long non-coding RNAs are among the most abundant ncRNA transcripts in the brain (Derrien et al., 2012) that are believed to regulate brain functions and behavior in health and disease (Ravasi et al., 2006; Kocerha et al., 2015; Huang et al., 2017). They are hypothesized to affect brain functions by regulating epigenetic, transcriptional, splicing and/or RNA stabilizing processes (Ng et al., 2013). However, mechanisms regulating their expression and functions remain largely unknown. Thus, besides identifying distinct groups of lncRNAs related to certain behavior, it is important to also provide insights into their potential regulatory roles in the brain.

Dysfunctions in cell metabolism, cell proliferation/differentiation/survival, neurodevelopment, synapse machinery and/or epigenetic modifications are hypothesized to underlie stress and depression pathologies (Newton and Duman, 2004; Krishnan and Nestler, 2008; Bagot et al., 2014; Detka et al., 2015; Duman et al., 2016; Dantzer, 2017). Synaptic dysfunctions hypothesis is considered as one of the key hypotheses in neurobiology of stress and depression (Duman et al., 2016). Reductions in synapse density were reported in the brain of depressed patients (Kang et al., 2012) and learned helpless rats (Hajszan et al., 2009). Exposure to inescapable stress impairs synaptic transmission (Wang et al., 2014) and plasticity (Shors et al., 1989). Transcriptome profiling studies also support the synaptic dysfunctions hypothesis. Majority of synapse-related genes were found to be downregulated in brain tissue from patients with major depressive disorders (Kang et al., 2012). Similarly, exposure to prenatal stress (Kinnunen et al., 2003) or inescapable stress (Kang et al., 2012) downregulates pre-/postsynaptic gene expression in the rat brain.

Interestingly, our results are in line with the current understanding of stress/depression neurobiology. Furthermore, our analysis predicts that lncRNA-directed regulatory mechanisms might play a role in mediating stress-induced dysfunctions. Gene Ontology and pathway enrichment analysis showed that majority of the helplessness regulated mRNAs are enriched in signaling pathways implicated in stress/depression pathologies (**Figure 4**). The differentially expressed synapse-related genes were categorized as positive regulators of synaptic plasticity, transmission, assembly and morphogenesis (**Figures 4A,B**). These genes were downregulated in the hippocampus of learned helpless mice. Thus, inescapable stress could induce synaptic dysfunctions by downregulating the expression of such positive regulators, which is in line with the above described understanding of stress neurobiology. On the other hand, functional co-expression network analysis linked some groups of the differentially regulated lncRNAs to bioprocesses such as synaptic functions, cell proliferation and survival, neurodevelopment and chromatin modification (**Figures 6A,B**). These bioprocesses are implicated in the pathological mechanisms of stress and depression. 

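Over the list of 55 synapse genes, the summed FPKM of 23 genes was lower in LH than in Ctrl, and of 37 genes lower than in NLH. The median log2 difference was 0.03 from Ctrl and -0.05 from NLH, against 0.00 and -0.06 over all genes. Among the called mRNA transcripts of these genes, 18 were lower and 15 higher in LH than in Ctrl, and 10 were lower and 9 higher than in NLH. Without LH replicate 4, 11 of the 55 genes were lower in LH in each comparison, and with median-ratio size factors 11 were lower than in Ctrl and 13 lower than in NLH.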

Most importantly, we found that majority of the regulatory lncRNAs (57%) correlated with 18 different synapse-related functions including synaptic assembly, formation, plasticity and transmission (**Figure 6C**). Thus, our results implicate lncRNA-directed regulatory machineries in mediating stress-induced cellular dysfunctions particularly synaptic dysfunctions.

Recent advances in genomics and transcriptomics, namely the discovery of ncRNAs, triggered paradigm shift in our understanding of neurobiology of stress and depression (Kocerha et al., 2015). Identifying ncRNA networks regulated by stress is beneficial for exploring new mechanisms relevant to psychiatric disorders (Huang et al., 2017). The current study is in line with the above mentioned paradigm shift; our data implicate lncRNA-directed regulatory machineries in mediating the effects of stressful experience on brain functions and behavior. Future studies should focus on elucidating the molecular mechanisms by which lncRNAs could mediate stress effects.

## Author Contributions

CL, SH, WL, and NA conceived and designed the project, and wrote the manuscript. All experiments and data analysis were conducted by CL, FC, SL, and WL. WL and NA supervised the experiments, followed the data analysis process and monitored the data quality.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

ANOVA: analysis of variance
Ctrl: control
Eq: equations
FPKM: Fragments Per Kilobase of transcript per Million mapped reads units
GEO: Gene Expression Omnibus
GO: Gene Ontology
HC: Homecage
HISAT2: Hierarchical Indexing for Spliced Alignment of Transcripts-2
LH: learned helplessness
lncRNA: long non-coding RNA
miRNA: microRNA
ncRNA: non-coding RNA
NLH: non-Learned Helplessness
PE: paired-end

# Supplementary material for: Profiling and Co-expression Network Analysis of Learned Helplessness Regulated mRNAs and lncRNAs in the Mouse Hippocampus
**Source:** Front Mol Neurosci. 2018 Jan 11;10:454. doi: 10.3389/fnmol.2017.00454
**Supplement:** Supplementary file 2

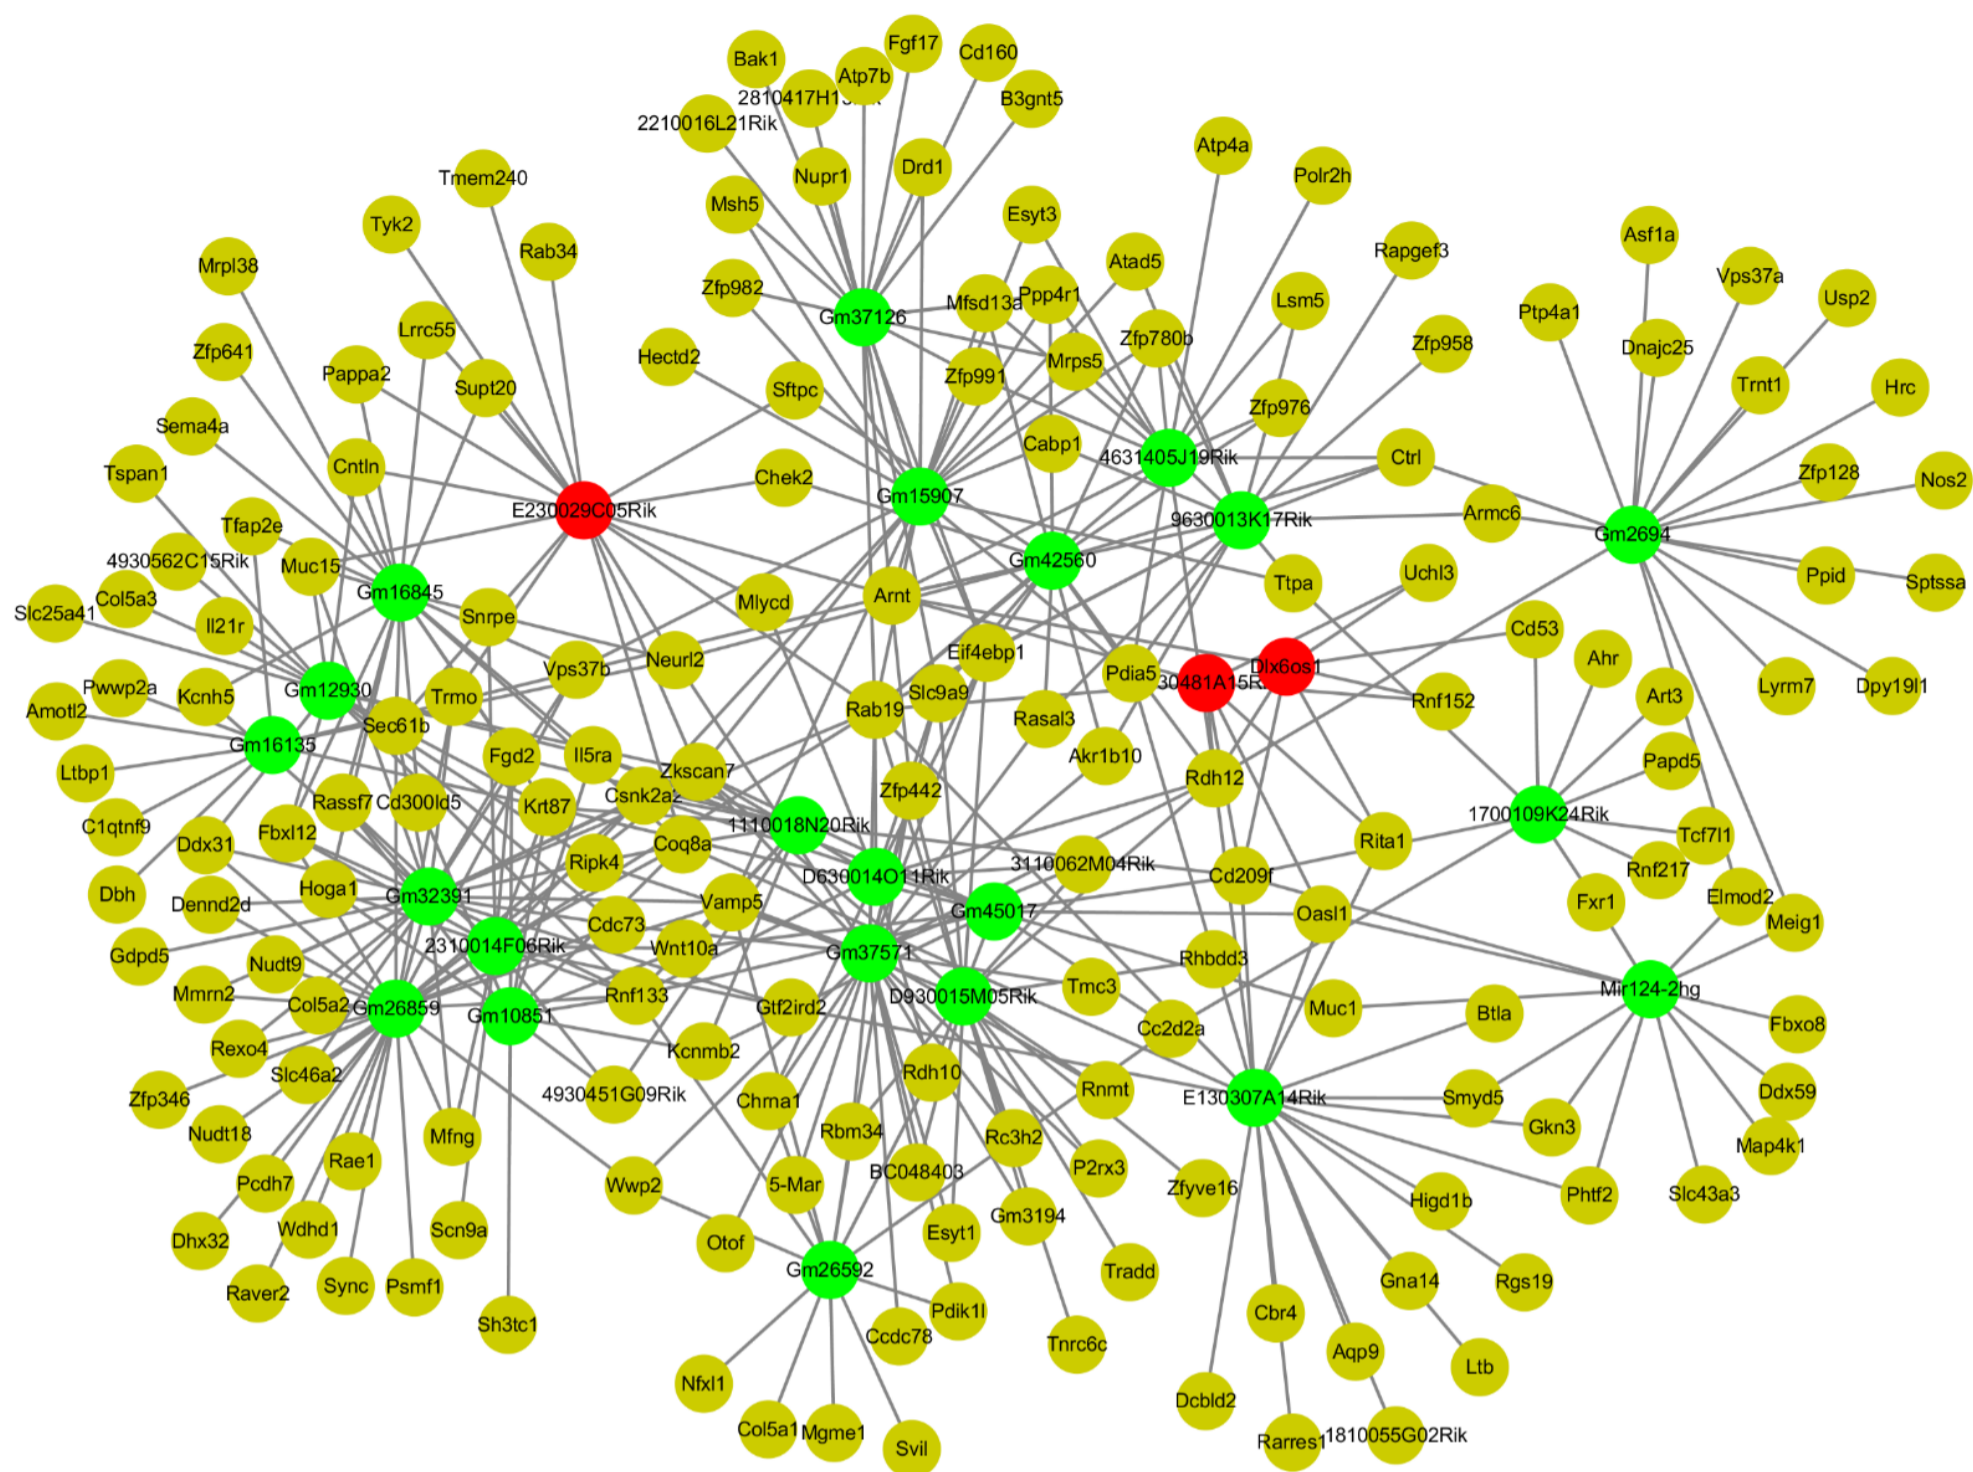

**Supplementary Figure 2. Co-expression network analysis of lncRNA and mRNA in LH vs. NLH comparison.** Red nodes represent the upregulated lncRNAs. Green nodes represent the downregulated lncRNAs. Yellow nodes represent the mRNA/genes paired with lncRNAs. The gray lines indicated a strong correlation (positive or negative) of lncRNA with mRNA. Correlations with  $r^2 \geq 0.9$  and  $p < 0.01$  (*Pearson* test) were used to construct the network.

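Supplementary Figure 2 draws the LH vs. NLH sheet of Supplementary Table S1 as a network. A node is a gene, its color gives the kind of RNA and, for lncRNAs, the direction of the difference, and a line joins a lncRNA to an mRNA whose mean expression moved with it, or against it, from mouse to mouse. A correlation of this kind does not tell which gene acts on the other. The sheet holds 399 pairs of 25 lncRNAs with 177 mRNAs, and 176 of the mRNAs and all 25 lncRNAs are found among the transcripts analysed here.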

How the deposited data were processed for this re-analysis (not part of the article)

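RNA of the hippocampus was measured in 16 mice, 4 each of the homecage (HC), control (Ctrl), non-learned helpless (NLH) and learned helpless (LH) groups, with 1 library per mouse. The expression levels are FPKM values per transcript and mouse. According to the authors' methods, they were made by aligning reads to the mm10 mouse genome with HISAT2, assembling and merging transcripts over all samples with String Tie, and quantifying the merged transcripts with Cufflinks. The authors' filter is taken here to keep transcripts longer than 200 bases with more than 1 exon and an FPKM of at least 0.1. The paper's methods text does not give these limits. Of the transcripts matched in GENCODE vM21, 19 are of 200 bases or fewer there and 14 have 1 exon. The values are not on a log scale and were not scaled between mice, and summed FPKM ranged from 120208 to 158004 per mouse. Read counts were not used here. Depth was estimated from the FPKM steps of 1962 loci with a single transcript longer than 2000 bases, on an assumed fragment length of 200 bases, as 20150000 to 38020000 fragments per mouse. The paper's text does not say whether the libraries kept the strand of the RNA.

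Transcript classes were those given with the values, and gene positions came from GENCODE vM21, which held 99.42% of the Ensembl transcripts. Calls used the methods' t-test on FPKM with equal variances, two-sided, at an unadjusted p under 0.05. Transcripts called in Ctrl vs. HC or in NLH vs. Ctrl were then left out of LH vs. Ctrl and LH vs. NLH. Limma 3.58.1 (R 4.3.3) was fitted to log2(FPKM + 0.1) of all 16 mice with 4 group means, with trend and robust moderation and Benjamini-Hochberg adjustment over all 80137 transcripts, and again to FPKM summed over each of 18287 gene names. Exact permutation tests compared single genes, where 4 mice against 4 cannot give a two-sided p under 0.0286. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, data.table 1.17.8 in R, and matplotlib 3.10.9 for figures.

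Lists of 60 synapse genes and 63 chromatin genes stood for functions that the paper names, and lists for immediate early genes, glucocorticoid response, choroid plexus, oligodendrocytes, red blood cells and striatum served as checks. All were written from general knowledge before the data were examined. They were tested by limma's camera with a preset correlation of 0.01 and by fry, with adjustment over 8 lists. The number of list genes with a called mRNA was compared with 10000 random lists matched on number of transcripts and mean FPKM. Co-expression used Pearson's r of the mean FPKM over each gene's transcripts, over the 8 mice of a comparison, at r squared of at least 0.9 and p under 0.01, beside 100 shuffles of mice within groups.

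Apart from those marked in the text as named after their values were seen, the nearest listed pairs of Supplementary Table S1 and the marker genes given with their levels, the genes named were fixed by a rule before the data were examined. They are the genes of the paper's real time PCR, the 3 lncRNAs with the most pairs in each sheet of Supplementary Table S1, the 5 transcripts with a gene name, a mean FPKM of at least 1 and the smallest limma p in each LH comparison, and Fos, Arc, Npas4, Fkbp5 and Sgk1. Supplementary Table S1 and the PCR choices had been seen in the paper. The lncRNA of the PCR list with a clone-based name is given by its Ensembl identifier, ENSMUSG00000110020.

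Alternatives changed 1 choice at a time. They were the logarithm with 0.1, 0.01 or 1 added, unequal variances, a mean FPKM of at least 1, median-ratio size factors, adjusted p, complete separation of the groups, mice with the same number as a block, FPKM summed over genes, only the 2 groups compared, an estimated correlation between genes, other mice or measures for the co-expression, and each mouse left out in turn. An absolute r of at least 0.9 and a synapse list without the PCR genes were added after the values had been seen. Mouse numbers were not found to pair mice: the median r between mice with the same number, after removal of group means, was -0.00835 over 24 pairs. The tests were also tested on simulated data with 200 transcripts changed by a factor of 4. Of these, the methods' t-test recovered 87.5% in LH vs. Ctrl and 90.5% in LH vs. NLH, and limma 70% and 73.5%. The t-test also called 3.64% of the unchanged transcripts in each comparison. That rate holds for the simulated groups only. Other divisions of the real mice called between 1531 and 7365 transcripts in the LH comparisons. Limma placed 158 and 162 transcripts past its adjusted threshold, of which 18 and 15 were unchanged, more than the nominal 5%. Gene Ontology lists, the pathway networks and the real time PCR values were not analysed here.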

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

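For 152 groups of 4 mice, the gap between the most distant mouse and its nearest neighbor was compared with the range of the group. In 16 of them 1 mouse stood apart, where chance alone gives about 1 in 20 groups, or 7.6. The 16 are thus about double the number from chance, and the measures are not independent of each other. No biological explanation was tested for a single mouse.

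Among whole libraries, HC replicate 2 had a mean correlation of 0.8672 with the other HC mice, against 0.8734 to 0.8745 for these. Its estimated 33930000 fragments and its 6165 transcripts at 0 were above those of the other HC mice (30950000 to 32420000, and 5242 to 5864) and within the range of the mice of all groups. In the same mouse, the choroid plexus list had a mean log2 of -1.74, against 0.68 to 1.04 in the other HC mice. It was similarly low in NLH replicate 4 (-1.66) and LH replicate 4 (-2.54), and high in LH replicates 1 and 2 (1.97 and 2.58), so that this is not particular to 1 mouse. Ttr was at 5.695e-05 in HC replicate 2, 5.150e-05 in NLH replicate 4 and 0.0001076 in LH replicate 4. A difference in how much choroid plexus was dissected with the hippocampus may account for it, but no test separates this from biology. As a test of tissue from next to the hippocampus, the smallest adjusted camera p over the choroid plexus and striatum lists in either LH comparison was 0.151, which decides nothing for HC mice. The red blood cell list, at 4.92 in HC replicate 1 against 4.18 to 4.28, concerns blood left in the sample. The adjusted camera p of the oligodendrocyte and blood lists was 0.513 or more in the LH comparisons. The chromatin list was at 2.59 in Ctrl replicate 1, against 2.73 to 2.74.

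Of the named genes, Gapdh was at 37.2 in NLH replicate 1 (49.55 to 52.01 in the other NLH mice) and Miat at 18.82 in the same mouse (21.07 to 21.52). NLH replicate 1 also had 0.0148 for the Spag9 transcript ENSMUST00000041956.13 (0.00053 to 0.002909). NLH replicate 1 had the most transcripts at 0 of the NLH mice, 7352. Arc was at 13.9 in Ctrl replicate 4 (9.276 to 9.634) and Sgk1 at 45.47 in Ctrl replicate 2 (14.97 to 18.96). Recent activity or glucocorticoids in these 2 mice remain open. As a test over the LH comparisons, the smallest adjusted camera p of the activity and glucocorticoid lists was 0.639. The Set transcript ENSMUST00000125824.7 was at 10.58 in NLH replicate 4 (15.32 to 15.82), and the Nol4 transcript ENSMUST00000164893.7 at 1.149 in Ctrl replicate 3 (2.207 to 2.351).

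The remaining mice stand apart near an FPKM of 0, where the range of the others is almost nil. These are ENSMUSG00000110020 at 0.04949 in Ctrl replicate 3 (no more than 0.006426 in the others), Gm9017 at 0.1969 in LH replicate 1 (0 to 0.004437), Nol4 at 0.5961 in LH replicate 1 (no more than 0.04387), Rnf31 ENSMUST00000133903.1 at 0.2283 in LH replicate 2 and Itsn1 ENSMUST00000124094.7 at 1.746e-05 in LH replicate 1. For transcripts of the same gene, the split of fragments between them may produce such values. As a test of this for called mRNAs, the other transcripts of the gene moved the opposite way for 55.71% in LH vs. Ctrl and 56.91% in LH vs. NLH, against 52.03% and 53.26% of uncalled mRNAs. That covers called mRNAs as a set and not these values.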

How the results depend on the processing

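The synapse list without the PCR genes and the absolute r of at least 0.9 were chosen only after the values had been seen, and the other alternatives before the data were examined. Over the results that answer a comparison, 139 of 230 values under an alternative other than leaving out a mouse, and 183 of 252 with a mouse left out, kept their direction and side of the threshold or lay within 1.5 times the reported count. For the named genes these numbers were 336 of 370 and 432 of 512. Unless stated, the cause of a change was not tested.

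With Benjamini-Hochberg adjustment, the methods' t-test called 1 transcript in Ctrl vs. HC, 3 in NLH vs. Ctrl, 7 in LH vs. Ctrl and 0 in LH vs. NLH. After the exclusion it called 7 (4 mRNAs, 100% of them lower in LH, and 0 lncRNAs) and 0 (0 mRNAs and 0 lncRNAs), and 0 calls were shared. A count of 0 has no share.

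With a mean FPKM of at least 1, which leaves 22595 transcripts to test, the numbers were 2554 for Ctrl vs HC transcripts called, 2861 for NLH vs Ctrl transcripts called, 2738 for LH vs Ctrl transcripts called and 1046 for LH vs NLH transcripts called. After the exclusion there were 1728 and 738, of which 1032 and 480 mRNAs and 34 and 10 lncRNAs. The calls shared by LH vs Ctrl and LH vs NLH were 430. Fewer transcripts tested lower these counts by construction. The share of mRNA calls lower in LH was 31.5% and 50.4%, and of lncRNA calls 61.8% and 60%. Limma placed 0, 3, 66 and 4 transcripts past its threshold. Chromatin genes with a called mRNA were 5 in each comparison, in LH vs. Ctrl below the median of matched lists, and the camera direction of the chromatin list in LH vs. NLH turned (p 0.978), as it did with 1 added to FPKM (p 0.919).

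With FPKM summed over genes, 18287 genes in place of 80137 transcripts are tested. The numbers were 2329 in Ctrl vs. HC, 2517 in NLH vs. Ctrl, 2402 for LH vs Ctrl transcripts called and 1008 in LH vs. NLH. After the exclusion there were 1586 and 759, of which 750 and 331 mRNA genes. The calls shared by LH vs Ctrl and LH vs NLH were 413. The share of mRNA calls lower in LH turned to 26.3% and 49.2%. Limma placed 0, 1, 0 and 2 genes past its threshold.

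With median-ratio size factors, the share of mRNA calls lower in LH was 49% and 60.5%, and that of lncRNA calls 88.8% in LH vs. Ctrl. Limma placed 133 transcripts past its threshold in LH vs. Ctrl, and the camera p of the synapse list fell to 0.00414 and 0.000332, both upward in LH. The signs turned for Grik2 (0.00 and 0.03), Rab3a (0.07 and 0.05) and Tcf4 (0.04 and 0.11) in LH vs. Ctrl and LH vs. NLH, and for Gm14372 (0.03) and Prkacb (0.11) in LH vs. NLH.

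With log2(FPKM + 1) limma gave 1 transcript in Ctrl vs. HC, 14 in LH vs. Ctrl and 11 in LH vs. NLH, and with log2(FPKM + 0.01) 65 and 58 in the LH comparisons. With only the 2 groups compared it gave 15 in Ctrl vs. HC, 34 in NLH vs. Ctrl and 20 in LH vs. NLH. At an unadjusted limma p under 0.05 this gave 5965 in Ctrl vs. HC, 6308 in NLH vs. Ctrl, 6391 in LH vs. Ctrl and 3926 in LH vs. NLH. With unequal variances the share of mRNA calls lower in LH than in NLH was 69.8%. With the t-test on log2(FPKM + 0.1), 17 chromatin genes had a call in LH vs. Ctrl, below the median of matched lists. Under complete separation, lncRNA calls were 153 and 102 and shared calls 767.

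With mice of the same number as a replicate block, limma gave 0 transcripts in Ctrl vs. HC, 0 in NLH vs. Ctrl and 5 in LH vs. Ctrl (unadjusted p under 0.05 in 2737, 4091 and 8233). The paired calls gave a share of mRNAs lower in LH than in NLH of 63.2% and of lncRNAs of 89%, and 20 chromatin genes with a call in LH vs. NLH. For these the matched p was 0.0033, past the threshold, against 0.106 without the block. The calls shared by LH vs Ctrl and LH vs NLH were 633.

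Over all 16 mice, 5 lncRNAs in LH vs. Ctrl and 0 in LH vs. NLH had a correlated mRNA, and 0% of the listed pairs of either comparison reached r squared of 0.9. With values centred within groups 0.826% and 3.02% did, over the 4 LH mice 11.9% and 14.1%, and with Spearman's rho 10.4% and 14.1%. On the log scale 8.97% and with the mean over called transcripts 9.11% of the LH vs. Ctrl pairs did. At an absolute r of at least 0.9 the shares were 41.6% and 52.3%. The sum over transcripts gives the same r by construction. Without the PCR genes, 11 synapse genes had a call in LH vs. NLH and the threshold was no longer passed.

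Leaving out each mouse in turn, the share of mRNA calls lower in LH ranged from 33.3% (without LH replicate 4) to 65% in LH vs. Ctrl and from 45.3% (without LH replicate 4) to 79% in LH vs. NLH. Without LH replicate 3 the former was 47.2%. Shares of lncRNA calls ranged from 68.3% to 86.7% and from 65.5% to 89%. Limma's number ranged from 0 (without Ctrl replicate 3) to 13 (without HC replicate 2) in Ctrl vs. HC, from 8 to 47 (without NLH replicate 1) in NLH vs. Ctrl, from 12 (without Ctrl replicate 1) to 310 (without LH replicate 2) in LH vs. Ctrl, and from 16 (without NLH replicate 2) to 242 (without NLH replicate 1) in LH vs. NLH. Leaving out a mouse lowers the number of samples. The camera p of the synapse list ranged from 0.0171 (without LH replicate 4) to 0.908 and from 0.0441 (without LH replicate 4) to 0.866, and that of the chromatin list in LH vs. NLH from 0.27 to 0.984. Its direction turned without LH replicate 2 in LH vs. Ctrl (synapse) and, in LH vs. NLH, without LH replicates 1 or 2 or NLH replicate 1 (synapse) and LH replicates 2 or 4 or NLH replicate 4 (chromatin). Synapse genes with a call ranged from 15 (without Ctrl replicate 2) to 26 in LH vs. Ctrl, and the threshold was not passed without Ctrl replicate 2 or LH replicates 3 or 4. Chromatin genes with a call ranged from 14 to 25 (without LH replicate 1, where the threshold was passed) in LH vs. Ctrl, with 19 genes and fewer than in the median matched list without LH replicates 2 or 4, and from 13 to 20 in LH vs. NLH, where it was passed without LH replicates 1 or 4 or NLH replicate 2. Listed pairs at r squared of 0.9 ranged from 8.55% to 12% and from 9.55% to 14.3%.

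Transcripts of Set, Asah1, Slc12a5, Nol4 and Rnf31 were no longer past limma's threshold in LH vs. Ctrl with only the 2 groups compared or with a block, and kept their direction. With 1 mouse left out, the threshold of LH vs. Ctrl was lost by Nol4 (each Ctrl replicate, LH replicates 3 and 4), Set (each Ctrl replicate), Rnf31 (Ctrl replicates 1, 2 and 3, LH replicate 3), Slc12a5 (Ctrl replicate 4, LH replicate 3) and Asah1 (Ctrl replicate 1). That of LH vs. NLH was lost by Ly6e (LH replicates 3 and 4, NLH replicates 2, 3 and 4) and Nol4 (LH replicates 3 and 4, NLH replicates 2 and 4). Signs of differences near 0 turned when a mouse was left out. In LH vs. Ctrl the lowest and highest log2 differences were -0.03 and 0.18 for Arc, -0.30 and 0.64 for Fkbp5, -0.09 and 0.59 for Fos, -0.30 and 0.05 for Gapdh, -0.15 and 0.04 for Grik2, -0.05 and 0.20 for Nub1, -0.08 and 0.07 for Rab3a, -0.08 and 0.12 for Rbfox2, -0.48 and 0.05 for Sgk1 and -0.08 and 0.01 for Tcf4. Against NLH, they were -0.78 and 0.14 for Fkbp5, -0.25 and 0.43 for Fos, -0.14 and 0.21 for Gapdh, -0.17 and 0.04 for Gm14372, -0.91 and 0.02 for Gm9017, -0.17 and 0.03 for Grik2, -0.21 and 0.02 for Npas4, -0.24 and 0.01 for Nub1, -0.12 and 0.08 for Prkacb, -0.14 and 0.01 for Rab3a, -0.09 and 0.12 for Rbfox2 and -0.12 and 0.04 for Tcf4. Of the 37 and 33 transcripts past limma's threshold in LH vs. Ctrl and LH vs. NLH, 17 and 27 had a mean FPKM under 1. No value here shows a limit that depth sets on the calls.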

Differences from the paper's values

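The cutoff of an absolute r of at least 0.9 was chosen only after the values had been seen. For pseudogene calls in LH vs. Ctrl, the paper's values are 79 lower, 16 higher and 95 in all, and here 9, 4 and 13. Against NLH, the paper's are 66 lower, 11 higher and 77 in all, and here 7, 2 and 9. For TEC calls the paper's values are 77 lower, 23 higher and 100 in all in LH vs. Ctrl, and here 1, 0 and 1. For LH vs. NLH the paper's are 40 lower, 15 higher and 55 in all, and here 2, 0 and 2. The values hold 422 pseudogene transcripts and 11 TEC transcripts, fewer TEC transcripts than the paper's count of calls. The alternatives run for these counts, all set before the data were examined, were the logarithm with 0.1 or 0.01 added, unequal variances, a mean FPKM of at least 1, size factors, adjusted p, complete separation and a block. None of them comes within 1.5 times the paper's value.

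For lncRNAs with a correlated mRNA, the paper's values are 34 in LH vs. Ctrl and 24 in LH vs. NLH, 17% of the lncRNAs in each, and here 174 and 115, or 78.7% and 66.9%. None of the alternatives set before the data were examined brought either number within 1.5 times the paper's. With all 16 mice the numbers were 5 and 0, and with the other alternatives they stayed above the paper's.

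The paper states that the differentially expressed synapse genes were lower in LH. Of the 55 synapse genes, 23 were lower in LH than in Ctrl and 37 lower than in NLH on summed FPKM, and of called transcripts 18 were lower and 15 higher in the first comparison and 10 and 9 in the second. With median-ratio size factors the summed FPKM of 11 and 13 of the 55 genes was lower. The paper's figure of real time PCR, with bars read by eye, gives the direction of 8 genes in LH vs. Ctrl and 7 in LH vs. NLH. On summed FPKM, 8 of 8 and 6 of 7 had the same sign here, with several differences smaller than their SE (among them Rab3a, Tcf4 and Rbfox2 in LH vs. Ctrl). With median-ratio size factors 5 of 8 and 4 of 7 had it, since Grik2 and Rab3a in both comparisons and Tcf4 in LH vs. Ctrl no longer did. The paper's PCR values are relative to GAPDH, and the signs here are not. In LH vs. Ctrl the difference of Gapdh (-0.15, SE 0.18) was below those of Grik2 (-0.08), Rab3a (-0.01) and Tcf4 (-0.04). The exception on FPKM as given is Dlg2, lower in the paper and 0.08 (SE 0.11) higher here in LH vs. NLH, while its called transcript was lower. Prkacb was higher in the paper and in the summed FPKM of LH vs. Ctrl, and its called transcript was lower.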

Other observations

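The tests of sequencing depth, of few distinct RNA molecules, of a cutoff on r and of the explanations for the lower lncRNA calls were chosen only after their results had been seen.

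The 8 mice of each comparison were divided into 4 and 4 in all other ways. Chance can be excluded for the number of transcripts that the methods' t-test called in Ctrl vs. HC, NLH vs. Ctrl and LH vs. Ctrl, where only the real division (1 of 35 in each) gave as many. It cannot be excluded in LH vs. NLH, where 8 of 35 did. After the exclusion, with 70 arrangements, the numbers with as large a value were 1 for transcripts, 1 for mRNAs and 1 for lncRNAs in LH vs. Ctrl, where chance can be excluded. For LH vs. NLH they were 9 and 11 for transcripts and mRNAs, where it cannot, and 2 for lncRNAs, where it can. For the share of calls lower in LH they were 47 and 34 for mRNAs and 12 and 11 for lncRNAs in LH vs. Ctrl and LH vs. NLH, so chance cannot be excluded for any. Synapse and chromatin genes with a called mRNA gave 1 and 1 in LH vs. Ctrl and 5 and 4 in LH vs. NLH. These follow the number of called mRNAs, which was itself highest in the real division of LH vs. Ctrl, and say nothing about the lists. Against matched lists the chromatin genes were not in excess in LH vs. Ctrl (18 against a median of 17, p 0.469). For limma's transcripts the numbers were 15 of 35 in Ctrl vs. HC and 3 of 35 in LH vs. NLH, where chance cannot be excluded. They were 1 of 35 in NLH vs. Ctrl and in LH vs. Ctrl. At an unadjusted limma p under 0.05 they were 1 of 35 in Ctrl vs. HC and in NLH vs. Ctrl. They were 2 of 35 in LH vs. Ctrl (8579 transcripts, and 8613 in another division) and 10 of 35 in LH vs. NLH, where chance cannot be excluded. Camera p values as small came from 25 and 30 of 35 divisions for the synapse list and 14 and 31 for the chromatin list, so chance cannot be excluded.

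LH replicates 3 and 4 held 10846 and 15504 transcripts at 0. Few transcripts taking most of the FPKM is argued against by the 10 most abundant transcripts of LH replicate 4, which hold 4.078%, within the range of the other mice. RNA degradation cannot be told apart. The rank correlation of the change with transcript length, 0.15 in LH replicate 4 and 0.13 in LH replicate 3, is not clear of the other mice (up to 0.14). The same genes being off in both mice is argued against by loci at 0 in 1 mouse being no more often at 0 in the other (Fisher's exact test, p = 0.804). Lower sequencing depth is argued against by 29 loci at 0 in LH replicate 3 among 459 loci with 5 to 20 predicted fragments, where depth alone predicts 0.309, and 2 of 462 in LH replicate 2, a mouse of similar depth. A candidate explanation is few distinct RNA molecules in these libraries, with 99 of 478 such loci at 0 in LH replicate 4. This was found in the same data, and a biological difference between these mice stays open and untested.

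More mRNA calls and more lncRNA calls were lower than higher in LH. For mRNAs, the low values of LH replicates 3 and 4 may account for it, since without LH replicate 4 the share of called mRNAs lower in LH was 33.3% in LH vs. Ctrl and 45.3% in LH vs. NLH. Calls lower in LH then fell from 1637 to 1159 and from 1343 to 807. Calls higher in LH rose from 1050 to 2324 and from 494 to 973, so the share moved through both. Leaving out a Ctrl mouse also lowered the lower calls of LH vs. Ctrl, to between 1275 and 1404. Without an NLH mouse those of LH vs. NLH lay between 977 and 1389. Scaling of the libraries cannot be told apart from a real difference for mRNAs. Size factors lowered the share to 49% and 60.5%, but through more calls higher in LH (1050 to 1715 and 494 to 871), while the lower calls hardly changed (1650 and 1334). For lncRNAs, scaling as the whole cause is argued against by shares of 88.8% and 86.2% with size factors, against 83.5% and 83.4% on FPKM as given. The low values of LH replicates 3 and 4 cannot be told apart for lncRNAs. Without LH replicate 4 the shares fell to 68.3% and 65.5% and without LH replicate 3 to 76.8% and 74.8%, and lower calls still outnumbered higher ones. Helplessness as the cause of the direction was not separated from these.

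Splitting of fragments within genes may account for part of the called mRNAs, since the rest of the gene moved the opposite way for 55.71% in LH vs. Ctrl and 56.91% in LH vs. NLH (52.03% and 53.26% of uncalled mRNAs). In LH vs. Ctrl this was 60.24% of calls lower in LH and 47.92% of those higher. Against NLH it was 53.2% of lower and 67.63% of higher calls, so that the lower calls there did not exceed uncalled mRNAs.

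The number of transcripts per gene cannot be told apart as the cause of the calls in synapse genes. For LH vs. Ctrl 0.0021 of matched lists held as many, but 0.206 without Ctrl replicate 2, 0.0928 without LH replicate 3 and 0.132 without LH replicate 4. Against NLH 0.0064 did, but 0.117 without the PCR genes. A group difference shared by all called transcripts may account for the lncRNAs with a correlated mRNA in LH vs. Ctrl, since 36 of 100 shuffles within groups gave as many. Against NLH 5 of 100 shuffles did, and this cannot be told apart. The LH mice common to both comparisons may account for part of the shared calls. As many as 1227 occurred in 1 of 100 simulations of unchanged groups (median 367.5). The share of the smaller list, 45.06%, was above the highest simulated, 42.44%, which goes against these mice as the whole cause. It cannot be told apart because 1 simulation reached the number and the limit comes from simulated settings. Among the LH vs. Ctrl pairs of Supplementary Table S1, 163 had an absolute r from 0.90 to 0.91. From 0.90 to 0.92 there were 310, against 51 from 0.88 to 0.90. A cutoff on r in place of r squared gives such a step, but an absolute r of at least 0.9 was reached by 41.6% and 52.3% of the listed pairs. It also gives 220 and 165 lncRNAs with a correlated mRNA, further from the paper's 34 and 24 than 174 and 115. This cannot be told apart, since the paper's text does not name the mice used.

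For the LH mice, tissue from next to the hippocampus (smallest adjusted camera p 0.151, striatum list in LH vs. Ctrl), myelin or blood content (0.513) and recent neuronal activity or glucocorticoids (0.639) cannot be told apart from no change, since these lists did not pass and a list's median near 0 decides nothing. A mean FPKM of at least 1 in HC mice was reached by 4 of 12 striatum genes, 7 of 14 choroid plexus genes, 12 of 12 oligodendrocyte genes, 5 of 5 red blood cell genes, 11 of 20 immediate early genes and 15 of 17 glucocorticoid genes. The synapse and chromatin lists, with 55 of 55 and 60 of 60, share 3 and 0 genes with other lists. Levels in HC replicate 1 were 8.034 for Ppp1r1b (striatum), 4.838 for Ttr (choroid plexus), 251.9 for Mbp (oligodendrocytes) and 274.8 for Hbb-bs (red blood cells). Adjusted camera p values from Ctrl were 0.92 for the choroid plexus, glucocorticoid, red blood cell and immediate early lists. From NLH they were 0.29 for striatum, 0.381 for choroid plexus, 0.639 for immediate early and glucocorticoid, and 0.832 for red blood cell and oligodendrocyte lists. Without LH replicate 4, the oligodendrocyte list passed in both comparisons (0.00061 and 0.0105) and the choroid plexus list in LH vs. NLH (0.00045), each upward in LH. Without NLH replicate 2 the striatum list passed in LH vs. NLH (0.0325). All of these used the preset correlation of 0.01. Estimated over all mice, it was 0.763 for the oligodendrocyte, 0.912 for the choroid plexus and 0.119 for the striatum list.

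Fos, Arc, Npas4, Fkbp5 and Sgk1 did not pass limma's threshold in either comparison. Their log2 differences from Ctrl were 0.19, 0.04, 0.11, 0.07 and -0.29, with standard errors of 0.39, 0.17, 0.23, 0.61 and 0.30. Their differences from NLH were 0.03, 0.25, -0.10, -0.43 and 0.38, with the same standard errors.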
